# A reciprocal feedback between the PDZ binding kinase and androgen receptor drives prostate cancer

**DOI:** 10.1038/s41388-018-0501-z

**Published:** 2018-09-20

**Authors:** Anne Y. Warren, Charlie E. Massie, Kate Watt, Katarina Luko, Folake Orafidiya, Luke A. Selth, Hisham Mohammed, Brinder S. Chohan, Suraj Menon, Ajoeb Baridi, Wanfeng Zhao, Carles Escriu, Thanakorn Pungsrinont, Clive D’Santos, Xiaoping Yang, Chris Taylor, Arham Qureshi, Vincent R. Zecchini, Greg L. Shaw, Scott M. Dehm, Ian G. Mills, Jason S. Carroll, Wayne D. Tilley, Iain J. McEwan, Aria Baniahmad, David E. Neal, Mohammad Asim

**Keywords:** Proteomics, Prostate cancer

## Abstract

Elucidation of mechanisms underlying the increased androgen receptor (AR) activity and subsequent development of aggressive prostate cancer (PrCa) is pivotal in developing new therapies. Using a systems biology approach, we interrogated the AR-regulated proteome and identified PDZ binding kinase (PBK) as a novel AR-regulated protein that regulates full-length AR and AR variants (ARVs) activity in PrCa. PBK overexpression in aggressive PrCa is associated with early biochemical relapse and poor clinical outcome. In addition to its carboxy terminus ligand-binding domain, PBK directly interacts with the amino terminus transactivation domain of the AR to stabilise it thereby leading to increased AR protein expression observed in PrCa. Transcriptome sequencing revealed that PBK is a mediator of global AR signalling with key roles in regulating tumour invasion and metastasis. PBK inhibition decreased growth of PrCa cell lines and clinical specimen cultured ex vivo. We uncovered a novel interplay between AR and PBK that results in increased AR and ARVs expression that executes AR-mediated growth and progression of PrCa, with implications for the development of PBK inhibitors for the treatment of aggressive PrCa.

## Introduction

Prostate cancer (PrCa) is a major cancer responsible for male fatalities worldwide [1]. The growth and survival of PrCa is driven by the male sex hormone androgens that act by binding to the androgen receptor (AR) [2, 3]. Consequently, androgen-deprivation therapy (ADT) is used as a first-line therapy for the treatment of locally advanced or metastatic PrCa. ADT comprises; luteinizing hormone-releasing hormone (LHRH) analogues that block androgen production, anti-androgens such as bicalutamide and enzalutamide that antagonise androgen binding to the AR, and abiraterone that inhibits the androgen biosynthesis pathway [4, 5].

ADT is initially effective but resistance is common and this leads to the development of aggressive incurable disease known as castration-resistant prostate cancer (CRPC) [6]. CRPC is often driven by the reactivation of AR signalling through multiple molecular mechanisms, which include amplification and gain-of-function mutations of the *AR* gene, gain-of-function mutations in the androgen signalling pathway [7], and the emergence of constitutively active AR splice forms known as AR variants (ARVs; e.g., ARV7). ARVs are devoid of the ligand-binding domain (LBD) and thus such variants cannot be targeted by ADT [8, 9]. Notably, the AR amino terminus domain (NTD) is the prime driver of PrCa growth, thus making it a potential drug target [10, 11].

In addition to direct changes to the AR, another mechanism underlying CRPC growth is increased activity and/or expression of AR co-activators [12–14]. Yet another hallmark of AR signalling in PrCa is the integrated feed-forward and feedback circuits that facilitate pro-growth signalling as exemplified by the reciprocal positive feedback between AR and choline kinase alpha signalling [14, 15] and reciprocal negative feedback between AR and poly ADP-Ribose polymerase-1 signalling [16]. Androgens can also negatively regulate AR mRNA expression by recruitment of AR to a repressive element in intron 2 of the *AR* gene [17, 18]. Despite decreasing AR mRNA levels, androgens promote AR stabilisation leading to overall increase in AR protein expression. This example highlights the critical need to analyse the androgen-regulated proteome in order to characterise androgen-regulated changes at protein level in PrCa.

In order to understand how AR is stabilised and promotes PrCa growth, it is imperative to identify clinically relevant AR targets, both up- and downstream of AR signalling. Here, we generated androgen-regulated proteome data sets to comprehensively identify effectors of androgen signalling and identified PDZ binding kinase (PBK) as an AR-regulated factor in vitro and in vivo in PrCa that integrates AR signalling with PrCa growth. In men with PrCa, PBK is androgen-regulated and localised in the tumour cell nucleus. PBK overexpression is associated with poor disease outcome and clinical progression. We further uncover PBK interactome and identify a crucial reciprocal feedback between PBK and AR, whereby PBK interacts with both the NTD and LBD of AR to directly regulate the stability and function of both full-length AR and ARVs. Inhibition of PBK activity destabilises AR and decreases PrCa growth and metastasis. These results provide novel insights into the role of androgen-induced pathways in PrCa revealing PBK as a key effector through which AR manifest its oncogenic function in PrCa.

## Results

### Identification of PBK as a novel AR target in PrCa

Mass spectrometry identified the AR-regulated proteome of the CRPC cells following AR knockdown using a pre-validated set of four different siRNAs as used earlier [14] or AR inhibition with the AR antagonist, bicalutamide. Supporting the robustness of the data, a significant correlation was found between proteins regulated by AR knockdown and bicalutamide treatment (Pearson *r*^2^ = 0.51). The protein levels of known androgen-upregulated targets were downregulated by both AR knockdown and bicalutamide treatment, whereas androgen-repressed proteins were upregulated by both AR treatments (*n* = 514) (Fig. 1a and Table S1).

**Fig. 1:**
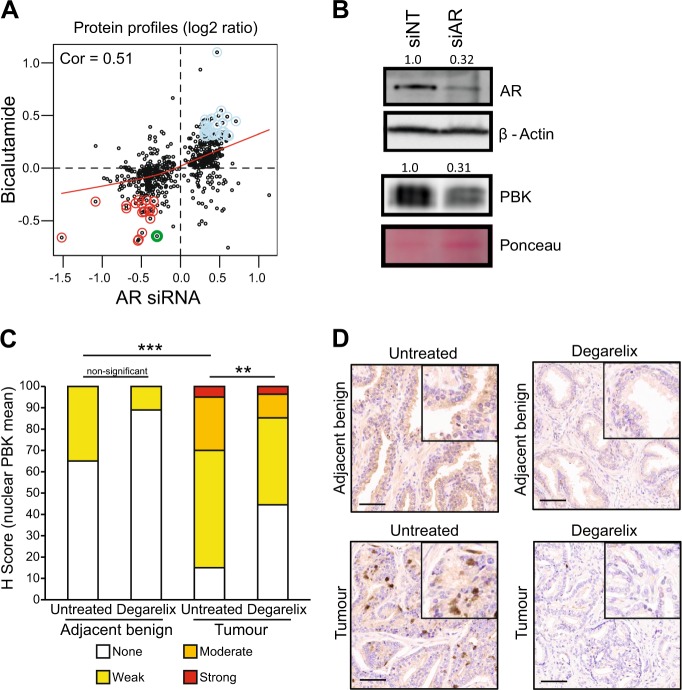
Identification of androgen-stabilised proteome in prostate cancer (PrCa). **a** Scatterplot showing the relationship between protein levels following AR knockdown and AR antagonist treatment of C4-2 cells grown in full media. Red line shows lowess regression, red points show commonly downregulated proteins, light blue points show commonly upregulated proteins (cor = 0.51). PBK is shown in green. **b** Western blot analysis showing of expression of PBK and AR proteins. C4-2 cells were transiently transfected with small interfering (si)-RNA targeting AR (siAR) or with non-targeting control siRNA (siNT); β-actin is the loading control for AR and the Ponceau for PBK. **c** Immunohistochemical staining score (H score) of nuclear PBK protein expression in tumours (in triplicates) and untreated benign adjacent epithelia (in duplicates) in patients with (*n* = 27) or without (*n* = 20) 7 days’ treatment with the LHRH analogue degarelix, statistical significance calculated by Mann–Whitney test. **d** Representative IHC images of corresponding tissue samples from degarelix-treated and untreated patients. Scale bars = 50 µm. H score ranged from 0 to 9 and converted it to a 4-point scale as 0 = none, 1–3 = weak; 4–6 = moderate and 7–9 = strong

A core set of 77 AR-regulated proteins common between AR knockdown and bicalutamide treatment was identified that showed consistent changes in the same direction, including known AR-regulated targets such as FKBP5 and FASN (Figure S1A and Table S2). This analysis also provided evidence that the vesicle transport protein NIPSNAP3A is an AR-repressed target. Among the factors in the proteome data that were commonly downregulated by both AR knockdown and bicalutamide treatment was PBK (Fig. 1a and Figure S1A). Supporting these findings, PBK transcript and protein levels decreased following AR knockdown (Fig. 2b, Figures S1B and S5A) and AR-binding sites were identified at the enhancer upstream of the *PBK* gene (Figure S1C). PBK expression in situ was also androgen-regulated in a series [19] of human prostate tissue comprising benign prostate tissues and PrCa samples from untreated men (*n* = 20) or those treated with androgen inhibitor degarelix (a LHRH agonist that blocks testicular androgen synthesis) for 7 days (*n* = 27) (Fig. 1c). Nuclear PBK staining was significantly higher in PrCa tissues compared with benign control tissues from untreated men ((*p* < 0.0001) (Fig. 1c, d). Degarelix treatment decreased the nuclear levels of PBK in the treated tumours compared with untreated patients (*p* < 0.01), with 45% of degarelix-treated cases having no detectable expression of PBK in comparison to 15% of untreated cases. Overall, cytosolic PBK levels were lower compared to nuclear levels in all tissues tested, whereas there was no significant difference in cytosolic PBK levels between tumours or benign tissue or in response to degarelix treatment (Figures S1D, S1E).

**Fig. 2:**
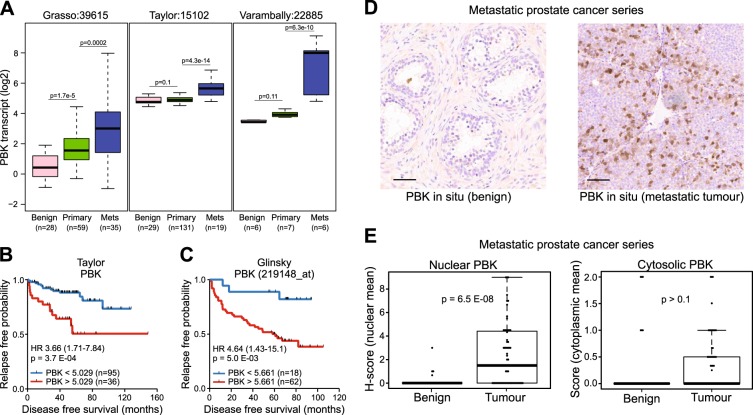
Clinical relevance of PDZ binding kinase (PBK) in PrCa. **a** Boxplots show PBK transcript expression in prostate tissues in three independent gene expression data sets [20–22]. Gene expression values (log2) of PBK trancript are shown. **b**–**c** Kaplan–Meier survival curve from recursive partitioning analysis. High levels of PBK transcript levels are associated with poor recurrence-free survival in the **b** Taylor cohort [21] and **c** in Glinsky data set [23]. **d** Representative IHC images of prostate samples from benign prostate glands and hormone refractory (metastatic) tumour tissue. Scale bars = 50 µm. **e**–**f** Corresponding Boxplot showing **e** nuclear and **f** cytosolic PBK protein levels in metastatic tumours from PrCa patients (*n* = 50), and benign specimen (*n* = 50) (*p* < 6.46e-06; Wilcoxon test for IHC)

Taken together, these novel in vitro and in vivo data reveal that PBK is an AR-regulated factor whose expression is elevated in PrCa by androgen signalling. Given this knowledge and the amenability of kinases as potential drug targets, the role of PBK was further investigated in disease relevant models of PrCa.

### PBK overexpression identifies men with aggressive PrCa

Given the increased nuclear PBK expression in high-risk PrCa compared with benign prostate tissues (Fig. 1c), expression of PBK was examined in three independent clinical cohorts of men comprising benign, primary and metastatic PrCa [20–22]. In metastatic PrCa, tissue PBK transcript was upregulated in all three clinical cohorts when compared with benign and primary tumours (*p* = 0.0002, Grasso; [20] *p* = 4.3e-14, Taylor; [21] *p* = 6.3e-10, Varambally [22]) (Fig. 2a). The causative role of PBK in aggressive disease was supported by the recurrence-free survival analyses of two independent cohorts of clinical samples [21, 23], where PrCa patients with higher PBK levels experienced early biochemical recurrence (*p* = 3.2e-05 and *p* = 0.05) (Fig. 2b, c).

To further investigate the role of PBK in context of aggressive PrCa, in situ PBK expression was evaluated in a series of adjacent benign (*n* = 50) and metastatic PrCa (*n* = 50) tissues. Whereas PBK expression was low in benign tissue, metastatic tissue had significant higher PBK expression, which predominantly localised in the nucleus of tumour cells (*p* = 6.4e-08) (Fig. 2d, e) consistent with increased nuclear localisation observed in high-risk primary PrCa (Fig. 1d). No difference was found in the levels of cytosolic PBK in benign or metastatic PrCa epithelia. Together, these results indicate that PBK is overexpressed in aggressive PrCa and associates with biochemical recurrence. PBK is primarily nuclear in tumours, where its expression is restricted to epithelia and is significantly enhanced in CRPC compared with matched benign prostate tissue.

### PBK is an AR-stabilising factor that regulates AR expression

PBK is known to be an important regulator of cellular processes such as transcription and mitosis [24–26], but its input in PrCa is illusive. To understand the role of PBK in PrCa, we employed rapid immunoprecipitation mass spectrometry (RIME)-based targeted proteomics approach [27] to identify interaction partners of PBK in PrCa globally. We hypothesised that identifying such interacting factors could provide insight into the function of PBK in PrCa. RIME assay identified multiple unique PBK peptides, validating the target enrichment and experimental robustness in C4-2 cells (Fig. 3a, b). Proteins co-precipitating with PBK included mitochondrial factors (ATD3A, ATD3B, ATPB, COX2, COX41, SCO1, SCO2, SDHA), members of the histone protein family (H2A1A, H2A2C), which are known to be phosphorylated by PBK [28], a number of proteins involved in cancer metabolic pathways (ACSL3, ADT2, ADT3, PGK1) and heat-shock protein family members (HSP76, HSPB1) (Table S3).

**Fig. 3:**
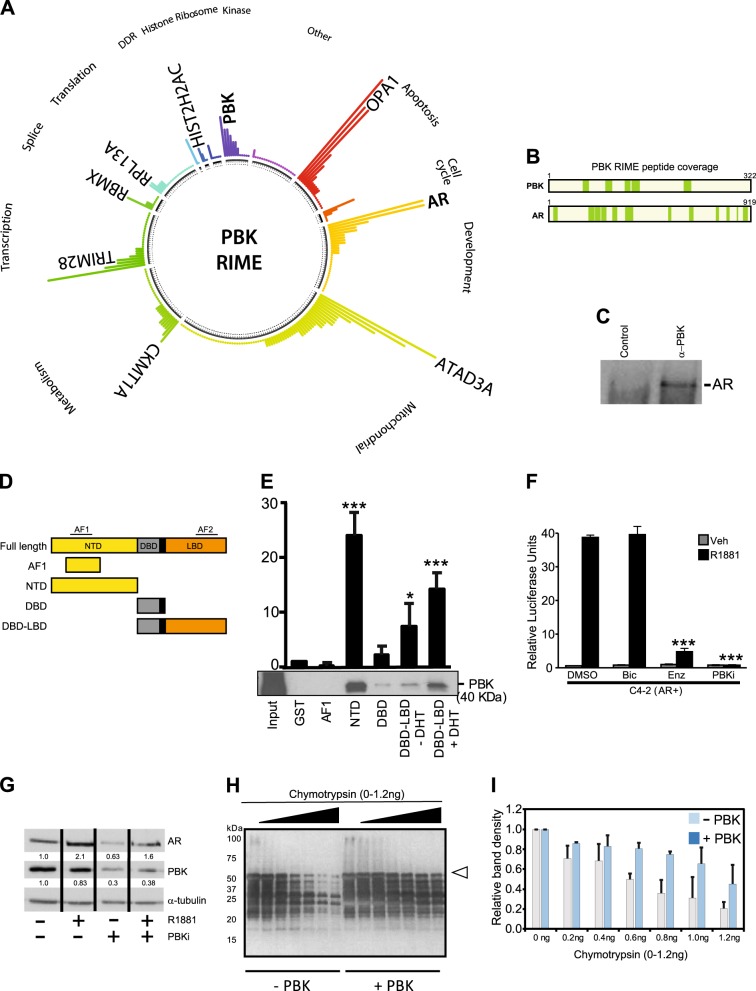
Interaction of PBK with AR and its effect on AR stability. **a** PBK RIME summary plot showing gene ontology categories (DAVID GO analysis) and key PBK-associated proteins identified in this experiment (filtered using IgG RIME) in C4-2 cells. Bar heights represent the unique peptide counts for each protein identified and the figure was drawn using the ‘circlize’ library in the R statistical package. **b** Peptide coverage of the PBK and AR proteins following PBK RIME assay in C4-2 cells. The locations of the identified peptides are highlighted in green blocks. **c** Co-immunoprecipitation showing interaction of endogenous AR with PBK. C4-2 Cell lysate were incubated with the PBK antibody followed by Western blot analysis to detect AR protein. A representative blot is shown (*n* = 3). **d–e** GST pull-down assay; **d** Schematic representation of AR domains used in pull-down. **e** GST alone and GST-tagged AR domains were incubated with recombinant PBK for 2 h and subjected to a pull-down assay. PBK was detected by immunoblotting with an anti-PBK antibody. The AR-DBD-LBD was expressed, purified and incubated ± 50 μM DHT. Fold interaction of each domain with PBK based on the intensity of the band as calculated by Image J software, GST = 1. A representative blot is shown (*n* = 2–5). **f** Luciferase reporter assay. AR transactivation potential in C4-2 cells transiently transfected with MMTV-luciferase plasmid and treated with androgen (1 nM R1881), bicalutamide, enzalutamide or PBKi (all 10 µM); (*p* < 0.001) bars show mean ± SD (*n* = 3). *p* values for two-sided Student’s *t* test. *** = *p* < 0.001. **g** Western blot showing protein expression of PBK and AR in C4-2 cells. Cells were treated with R1881 (1 nM) or PBKi (1 µM) for 48 h; Tubulin is the loading control. A representative blot is shown (*n* = 3). **h** Representative Western blot for AR^NTD^ digested with chymotrypsin in the absence or presence of recombinant PBK. Open triangle represents the full-length AR^NTD^. Proteolysis was performed for 5 min in the presence of increasing concentrations of chymotrypsin (0–1.2 ng). AR^NTD^ fragments were detected by Western blot using the anti-androgen receptor antibody ab3510 (Abcam) corresponding to human AR amino acids 1–21 (N-terminal). **i** Quantitation of the AR^NTD^ full-length polypeptide, after digestion with chymotrypsin for two independent experiments. PBK = PDZ binding kinase; AR = androgen receptor; IP = immunoprecipitation; AF = activation function; NTD = amino terminal domain; DBD = DNA binding domain; LBD = ligand-binding domain; GST = glutathione-s-transferase; DHT = dihydrotestosterone, DMSO = dimethylsulphoxide

Interestingly, the PBK interactome also identified AR, providing potential evidence for a cross-talk between the androgen and PBK signalling pathways and supported by the co-immunoprecipitation (Co-IP) experiments further validating the interaction between PBK and AR (Fig. 3c and Figure S5B). To map the domain(s) of AR that interact with PBK, we used GST pull-down assays (Fig. 3d), which showed that PBK physically interacts with both the amino terminus (AR^NTD^) and the ligand-binding domain (AR^LBD^) of AR (Fig. 3e and Figure S5C).

Given their direct interaction, we tested the impact of PBK inhibition either by PBK knockdown using a pre-validated pool consisting of four different siRNAs targeting distinct regions on the PBK mRNA or its chemical inhibition using HI-TOPK32 compound (PBKi) [29] as a proof-of-principle. 

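The PBK transcript (ENSG00000168078) was measured by RNAseq in C4-2 cells, an androgen-responsive line derived from LNCaP prostate cancer cells, treated for 6 h with DMSO vehicle or with PBKi (HI-TOPK-032, a small molecule inhibitor of the PBK kinase). PBK lies on the minus strand of chromosome 8 of GRCh37 from 27667141 to 27695599. Its normalised expression in CPM, the read count scaled to the size of the library, was 219 ± 37.2 CPM (SD, n = 6) in DMSO and 165 ± 15.1 CPM (SD, n = 6) in PBKi. This was a log2 fold change of -0.42 (standard error 0.095, adjusted p = 0.00194 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The unadjusted p of the same test was 0.000371. The ranges overlapped, as DMSO samples lay between 169.6 and 269.7 CPM and PBKi samples between 140.3 and 185 CPM (two-sided exact permutation test on log2 values, p = 0.00649). With each of the 12 samples left out in turn, the log2 fold change stayed between -0.47 and -0.35. With the replicate number as a block, the paired fit gave a log2 fold change of -0.40 (adjusted p = 9.26e-05 from the same test), and PBK was lower in PBKi in 5 of the 6 same-numbered pairs (two-sided exact permutation test over sign changes of the paired differences, p = 0.0625). The log2 fold change was -0.52 in replicates 1 to 3 and -0.27 in replicates 4 to 6.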

A significant knockdown of PBK was observed in C4-2 cells transfected with a pool of four different siRNA targeting the PBK transcript (siPBK ON-TARGET plus) (*p* = 0.000; over 90% decreased PBK transcript abundance) or treated with PBKi (*p* = 8.24e-06) (Figures S2A, S2B). PBK inhibition reduced androgen (R1881)-induced AR transcriptional activity approximately 40-fold (Fig. 3f). The extent of AR inhibition by PBKi was comparable to enzalutamide (*p* < 0.001) and significantly greater compared with bicalutamide.

PBK knockdown also decreased the androgen-induced transcriptional activity of full-length AR in the other CRPC model cell line CWR-R1-AD1 (*p* < 0.05) (Figure S2C). As we found the interaction of PBK with the NTD of AR in addition to its LBD, we performed reporter assay in R1-D567 cells, that harbour the ligand-independent ARv567es variant of AR that is exclusively activated by its NTD and lacks a functional LBD. As expected, neither of the LBD targeting anti-androgens bicalutamide or enzalutamide was able to inhibit transcriptional activity of ARv567es, however both PBK knockdown (*p* < 0.01) and PBKi (*p* < 0.01) decreased AR transcriptional activity (Figure S2D), indicating its superiority over conventional anti-androgens. PBK knockdown also decreased expression of two endogenous AR targets, TMPRSS2 and NKX3.1 in C4-2 cells (Figure S2E). PBK-mediated effects on AR transcriptional activity were not related to *AR* gene expression as neither PBKi nor PBK knockdown affected AR mRNA levels or AR promoter activity (Figures S2F, S2G). However, PBKi decreased both basal and androgen-stabilised AR protein levels in PrCa cells (Fig. 3g and Figures S5D, S5E), suggesting that PBK inhibition decreases AR protein expression by a post-translational mechanism. As AR is activated and stabilised by phosphorylation, we also tested the possibility of PBK-mediated AR phosphorylation by phosphoproteomics using PBKi but failed to identify differential phosphorylation events on AR (data not shown). To understand the mechanism by which PBK impacts AR protein expression, a protease protection assay using a recombinant AR^NTD^ polypeptide was performed. In this assay inclusion of a non-binding protein such as GST does not inhibit proteolysis of recombinant AR domains, whereas AR-binding factors significantly resist proteolysis [14]. In line with this, in the absence of recombinant PBK, AR^NTD^ polypeptide was sensitive to chymotrypsin-mediated degradation, but the presence of PBK antagonised chymotrypsin-mediated degradation of the AR^NTD^ and a subset of fragments, at both low and high concentrations of chymotrypsin, indicating that direct binding of PBK to AR^NTD^ confers AR stability (Fig. 3h, i). This protection of AR^NTD^ by PBK was not observed in the presence of trypsin, consistent with a discrete binding site (Figures S2H, S2I). Collectively, these experiments suggest that PBK directly interacts with the AR^NTD^ and AR^LBD^, resulting in its stabilisation and enhanced transcriptional activity in PrCa.

### PBK signalling regulates a distinct transcriptome in PrCa

To test whether PBK signalling affects the AR-regulated transcriptional programme in PrCa, we performed RNA sequencing (RNAseq) to test the global impact of PBK inhibition by either siPBK or PBKi. 

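The PBKi arm of the RNAseq comprised 12 libraries of C4-2 cells, 6 treated with DMSO and 6 with PBKi. The paper gives 6 h of treatment and the sample labels give a PBKi concentration of 1 µM. The authors aligned single-end reads to GRCh37 with TopHat and counted the reads on each gene with HTSeq-count, and the deposited values are those counts per sequencing lane, without normalisation. Each library was counted in 4 lanes, except DMSO replicate 5 with 3 lanes. Lanes of a library differed by no more than sampling noise (chi-square per degree of freedom 0.974 to 1.04), whereas different replicates of a condition gave values from 3.74 to 22.2, so lanes were summed and each library was 1 sample. Reads on genes ranged from 9663203 to 28029908 in DMSO (median 13801732.5) and from 13122415 to 22817803 in PBKi (median 14516359.5), and did not differ between the groups (two-sided exact permutation test, p = 0.905). Reads outside annotated genes made up 5.74% to 6.96% in DMSO and 5.94% to 9.30% in PBKi, with the highest shares in PBKi replicates 3 and 6. Genes with at least 10 counts in at least 6 samples were kept, which left 14505 genes, and PBKi was compared with DMSO by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment after TMM normalisation. The paper used DESeq with the same adjustment. The first principal component of log2 CPM held 61.0% of the variance and separated PBKi from DMSO. The second component held 9.76% and separated replicates 1 to 3 from replicates 4 to 6 in both groups. Samples sharing a replicate number deviated together from their group means, with a mean correlation across genes of 0.198 over 6 pairs. Centring on group means holds the mean over the 30 pairs with different numbers near 0 (-0.040). The pairing by number gave the highest mean of the 720 ways to pair the samples (exact permutation test, one-sided p = 0.00139). It was also the highest of the 36 pairings that keep replicates 1 to 3 and 4 to 6 apart (exact permutation test, one-sided p = 0.0278), whose average was 0.140, so most of the correlation is shared by these sets of replicates. The comparison was therefore also fitted with the replicate number as a block, a pairing taken from the labels.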

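Of the 14505 genes tested in the PBKi arm, 2921 were upregulated and 3125 downregulated by PBKi (adjusted p under 0.05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, n = 6 per group). With the replicate block, 3485 were upregulated and 3803 downregulated. Requiring an absolute log2 fold change of at least 0.5 gave 1278 upregulated and 626 downregulated genes. In replicates 1 to 3 alone, 3352 genes were upregulated and 3187 downregulated (n = 3 per group), and in replicates 4 to 6 alone 1273 were upregulated and 1207 downregulated. The log2 fold changes of both sets of replicates had a correlation of 0.904 across genes, which are not independent replicates. The largest rise among genes with a mean log2 expression of at least 3 and no overlap between the groups was in GPNMB, which went from 3.66 ± 0.608 to 160.5 ± 33.7 CPM (SD, n = 6 each). The largest fall was in TSC22D3, from 304 ± 46.9 to 96.0 ± 17.0 CPM (SD, n = 6 each), a log2 fold change of -1.67. The siPBK arm was not analysed here.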

A significant overlap in the gene transcripts affected by PBK knockdown and PBKi was observed (false discovery rate; FDR < 0.05) for genes downregulated following PBK inhibition (hypergeometric *p* = 1.7e-9) (Figure S3A). 

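Gene lists stood in for the gene ontology terms of Figure S3B, in the PBKi arm only. The S-phase and G2/M lists are those distributed with the Seurat package, the DNA repair list was written by hand, and the cytosolic ribosomal protein genes were taken by symbol. Each list was compared with all other genes by the camera test of limma with a fixed inter-gene correlation of 0.01, and p-values were adjusted over 6 lists. The 42 S-phase genes had a median log2 fold change of -0.22, and 26 of them were downregulated and 0 upregulated at an adjusted p under 0.05 (camera adjusted p = 3.50e-06). The 54 G2/M genes had a median of -0.30, with 44 downregulated and 0 upregulated (camera adjusted p = 5.64e-12). The DNA repair genes (106 listed) moved less, with a median of -0.13, 44 downregulated and 9 upregulated (camera adjusted p = 0.000689). The 81 ribosomal protein genes had a median of -0.33, with 75 downregulated and 1 upregulated (camera adjusted p = 7.00e-15). The replicate block left the medians at -0.22, -0.30, -0.13 and -0.33. In the order S phase, G2/M, DNA repair and ribosomal protein genes, the medians were -0.25, -0.36, -0.11 and -0.40 in replicates 1 to 3 and -0.20, -0.24, -0.14 and -0.27 in replicates 4 to 6. The inter-gene correlation was also estimated from the data, in the fit without the replicate block only. None of these lists then kept an adjusted p under 0.05. The camera adjusted p-values were 0.227 for S phase, 0.202 for G2/M, 0.202 for DNA repair and 0.207 for ribosomal protein genes. The paper describes the annotations enriched among genes altered by PBK inhibition or knockdown as compatible with functions ascribed to PBK in earlier work.

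**Figure D1:**
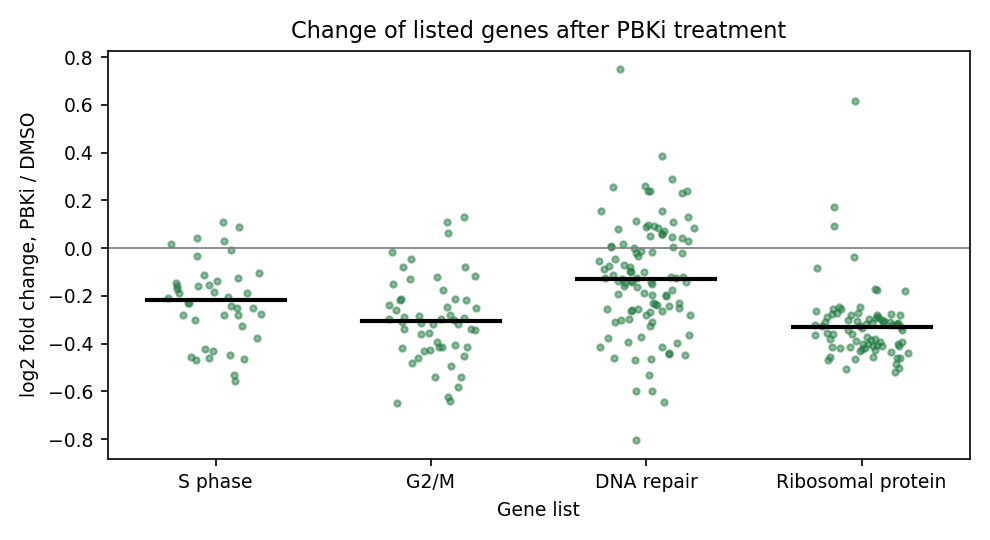
The log2 fold change of each gene of the 4 lists in PBKi against DMSO (vertical axis), with 1 point per gene and a bar at each median. The medians lie at -0.22 for S phase, -0.30 for G2/M, -0.13 for DNA repair and -0.33 for ribosomal protein genes.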

Functional annotations for DNA damage repair, cell cycle and many other Cancer Hallmarks [30] pathways were enriched among the genes altered in response to PBK inhibition or PBK knockdown (FDR-adjusted *p* values shown; Figure S3B), consistent with functions previously attributed to PBK signalling [24, 28].

Many classic AR-regulated genes showed altered expression following PBK inhibition (KLK3/PSA, KLK2, NKX3-1, SLC45A3, SPDEF, CAMKK2; Fig. 4a) and we found enrichment of AR-regulated metabolic pathways [31] further highlighting the interplay between AR and PBK expression and activity. 

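In 5 of the genes the paper names for Fig. 4a, expression fell in PBKi, and in each of the 5 the 6 PBKi samples lay below the 6 DMSO samples (two-sided exact permutation test, p = 0.00216 for each gene, the smallest p that 6 samples against 6 allow). KLK3, which encodes prostate-specific antigen and lies on chromosome 19 of GRCh37 from 51358171 to 51364020, went from 2959 ± 214 CPM in DMSO to 1131 ± 241 in PBKi (SD, n = 6 each). Its log2 fold change was -1.39 (standard error 0.12, adjusted p = 7.68e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). KLK2, the neighbouring kallikrein gene from 51364824 to 51383823, went from 462 ± 53.1 to 166 ± 37.5 CPM, a log2 fold change of -1.48 (standard error 0.13, adjusted p = 1.52e-07 from the same edgeR test). KLK2 and KLK3 are similar in sequence, and the counting could have misassigned or dropped reads shared by both. The log2 fold change was -1.08 for SLC45A3, -1.04 for SPDEF and -0.997 for CAMKK2, with adjusted p-values from 8.92e-08 to 2.28e-06 in the same edgeR test. The paper chose the genes of Fig. 4a as changed in these same samples, so the p-values of the 5 genes are no independent test of a fall. PBKi replicate 3 was the lowest PBKi sample in each of the 5 genes, with 696 CPM for KLK3 and 93.9 CPM for KLK2.

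**Figure D2:**
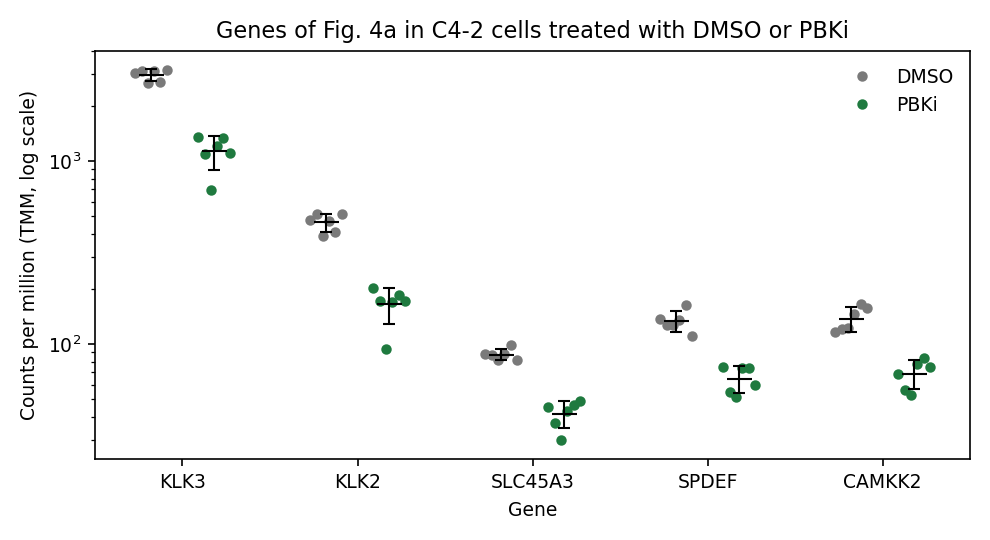
CPM (TMM-normalised, log scale) of 5 genes of Fig. 4a in each DMSO and PBKi sample, with 1 point per sample and the mean and SD of each group in black. In each of the genes the 6 PBKi samples lie below the 6 DMSO samples, as for KLK3 with means of 2959 and 1131 CPM.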

In line with PBK affecting AR stability, there was a significant overlap between PBK-regulated genes and known AR-regulated gene sets [31] as 37% of AR downregulated genes and 29% of AR upregulated genes were reciprocally regulated by PBK knockdown (Bonferroni corrected hypergeometric test *p* < 0.01; Fig. 4b, c). Next, we assessed the enrichment of AR gene sets in the PBK gene expression profile using gene set enrichment analysis [32], which revealed a directional, quantitative enrichment of AR gene expression signatures in both PBK knockdown and PBK inhibitor expression profiles (Fig. 4d). These focussed analyses strongly support PBK mediated regulation of AR transcriptional output in PrCa cells.

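The gene sets of Fig. 4d are not listed in the paper's text, so the R1881 transcript changes of Table S1 were used in the PBKi arm. R1881 is a synthetic androgen. The 28 genes tested whose transcript R1881 raised at least 1.5 times in Table S1 had a median log2 fold change of -0.075 in PBKi, with 20 of 28 lower, 8 of them downregulated and 1 gene upregulated at an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The list shifted down against all other genes (camera adjusted p = 0.0399 over 6 lists). Lists matched on expression, exon length and GC content had a median of -0.060, and the share of them as low was 0.357. Of the 32 splits of the samples that part every same-numbered pair, 9 gave a camera p as small. KLK3 was the R1881-induced gene that fell most. The 18 genes lowered at least 1.5 times by R1881 also had a negative median, -0.18, with 10 downregulated and 3 upregulated, but this list did not pass the threshold (camera adjusted p = 0.0704). With the replicate block the medians were -0.068 and -0.18, with camera adjusted p of 0.0279 and 0.0875. Without the block, the call for the R1881-induced genes did not hold with the camera test run with an estimated inter-gene correlation (adjusted p = 0.207). It also failed in 4 of the 12 fits that each left out 1 sample. The medians of the induced and repressed genes were -0.058 and -0.15 in replicates 1 to 3 and -0.12 and -0.20 in replicates 4 to 6. With an absolute R1881 log2 change of at least 1, the 10 induced genes had a median of -0.16 (camera adjusted p = 0.00810) and the 4 repressed genes -0.12 (camera adjusted p = 0.671).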

**Fig. 4:**
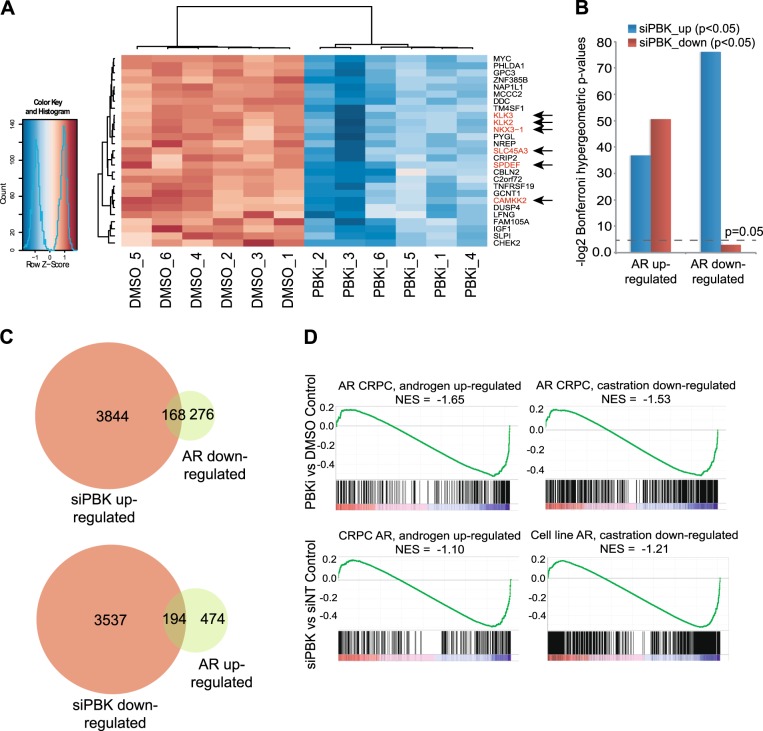
The PBK-regulated transcriptional programme in PrCa. **a** Heatmap showing differentially expressed genes from RNAseq analysis of PBK inhibitor (PBKi) and vehicle control (DMSO) treated C4-2 prostate cancer cells. Heatmap shows z-scores and known AR-regulated genes are highlighted in red and with arrows. **b** Barplot showing significance testing of the overlaps between PBK inhibitor or PBK knockdown and AR gene sets. Bonferroni corrected *p* values from hypergeometric tests are plotted as inverse log-values. **c** Venn diagrams showing the overlap between PBK and AR-regulated genes (overlaps used to calculate *p* values in **c**. **d** Gene set enrichment analysis (GSEA) plots showing the enrichment of AR gene sets in the PBK inhibitor and PBK knockdown ranked expression profiles

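The 26 genes of the heatmap of Fig. 4a that are reported here all had a negative log2 fold change and an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (n = 6 per group), and all 26 kept this with the replicate block and in each of the 12 fits that left out 1 sample. The 3 that fell most were TNFRSF19 (log2 fold change -1.51, standard error 0.14), KLK2 (-1.48) and PHLDA1 (-1.46, standard error 0.10). Of the 26, the gene that fell least was MYC (-0.73, standard error 0.055), whose normalised expression went from 402 ± 16.1 to 243 ± 18.4 CPM (SD, n = 6 each) and whose PBKi samples all lay below its DMSO samples. The genes in the heatmap were chosen by the paper from those it called differentially expressed. The gene drawn there as FAM105A is now named OTULINL and fell by 0.96 on the log2 scale.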

### PBK regulates PrCa growth and invasion

To understand the functional consequence of the reciprocal feedback between AR and PBK on PrCa cell growth, cell growth assays were performed. In AR-positive cell line models of CRPC, such as 22Rυ1, C4-2 and LNCaP-Bic cells, PBK knockdown decreased androgen-induced cell growth (Fig. 5a and Figure S4A), however, the growth of AR-null PC3 or DU145 cell lines was marginally repressed by PBK knockdown (Figure S4B). These experiments indicated the requirement of PBK for AR-driven PrCa, which was further confirmed using clonogenic assays, in which PBK inhibition decreased clonogenic potential of AR-positive VCaP and DUCAP cell lines (Fig. 5b and Figure S4C).

**Fig. 5:**
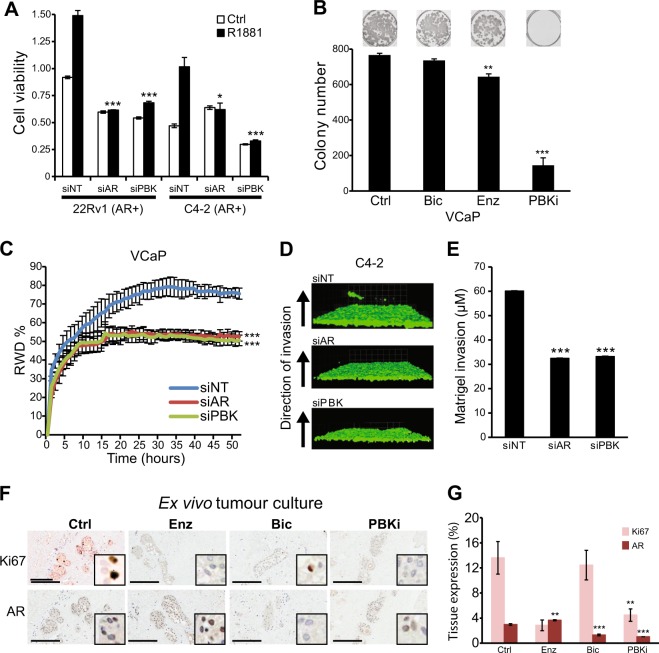
Regulation of PrCa growth and invasion by PBK signalling. **a** MTS cell viability assay of 22Rυ1 and C4-2 cells transfected with indicated siRNA targeting AR (siAR) or PBK (siPBK) or non-targeting control (siNT). Cells were grown in the presence or absence of R1881 for 5 days or near confluence; bars show mean ± SD (*n* = 3). *p* values for two-sided Student’s *t* test. **b** Clonogenic cell survival assay in VCaP cell lines treated with bicalutamide, enzalutamide or PBKi (14-day assay, all at 10 µM). **c** Scratch–wound assay. VCaP cells were transiently transfection with siNT, siAR or siPBK and wound closure was monitored, error bars represent ± SD (*n* = 4). Significance calculated by two-way ANOVA. **d**–**e** Matrigel-based inverted invasion assay **d** photomicrographs and **e** quantification of GFP tagged C4-2 cells transiently transfected with indicated siRNA; bars show mean ± SD (*n* = 3), significance calculated by D’Agostino & Pearson omnibus normality test *p* < 0.0001. **f** Photomicrographs of PrCa tissue explants treated with indicated drugs. Scale bars = 200 µm. **g** Barplot shows nuclear expression of AR and Ki67 in human PrCa tissue grown ex vivo and treated with bicalutamide, enzalutamide or PBKi (10 µM); bars show ± SEM (*n* ≥ 3). *p* values by two-sided Student’s *t* test. ** = *p* < 0.01; *** = *p* < 0.001. RWD = relative would density; Si = small interfering; NT = non-targeting; AR = androgen receptor; PBK = PDZ binding kinase; Ctrl = control; Bic = bicalutamide; Enz = Enzalutamide; PBKi = PDZ binding kinase inhibitor

As PBK expression was significantly upregulated in metastatic PrCa, and the PBK-regulated transcriptome showed pathways enriched for ‘cell migration/invasion’ (Figure S3B), hence we tested whether PBK activity conferred an invasive phenotype to PrCa cells. Both, PBK or AR knockdown decreased wound closure to a comparable extent (*p* < 0.001), indicating delayed migration of cells in scratch–wound assays (Fig. 5c). Concordantly, PBK knockdown or treatment with PBKi decreased PrCa cell invasion in a three-dimensional matrigel-based invasion model (*p* < 0.001) (Fig. 5d, e and Figures S4D, S4E). These findings were further validated in Boyden Chamber trans well migration assays (*p* < 0.001) (Figure S4F). Next, we assessed the relevance of PBK for PrCa growth and AR expression in a more clinically relevant model, in which hormone-naive primary patient tumours were treated in an ex vivo culture assay with PBKi. In this assay, both enzalutamide or PBKi, but not bicalutamide resulted in decreased tissue proliferation (~ 4 and ~ 10-fold, respectively; *p* < 0.01) as assessed by Ki67 staining. AR levels were reduced by bicalutamide and PBKi, in both cases to levels approximately threefold lower than the control treatment (*p* < 0.001) (Fig. 5f, g). These experiments provide robust experimental evidence for the key role of PBK in sustaining AR levels and tumour growth, indicating that PBK is an essential player in PrCa cell survival and invasion.

## Discussion

We performed mass spectrometry of PrCa cells to identify AR-regulated proteome, with a view to identifying novel effectors downstream of this key oncogene that promote PrCa progression in response to androgen signalling. Among these, we uncovered PBK as a novel AR-regulated protein whose expression is directly regulated by androgens in vitro and in men with PrCa. Interestingly, PBK expression was predominantly nuclear in PrCa and identified aggressive disease subtype suggesting its potential as a prognostic biomarker for cancer progression. Mechanistically PBK forms a feed-forward AR-PBK signalling loop whereby PBK binding to the NTD and LBD of the AR promotes its stability and activity. As a consequence, PBK overexpression observed in aggressive disease could potentially serve as a survival strategy in promoting AR stability, stimulating growth, migration and invasion of PrCa. These findings are summarised in Fig. 6.

**Fig. 6:**
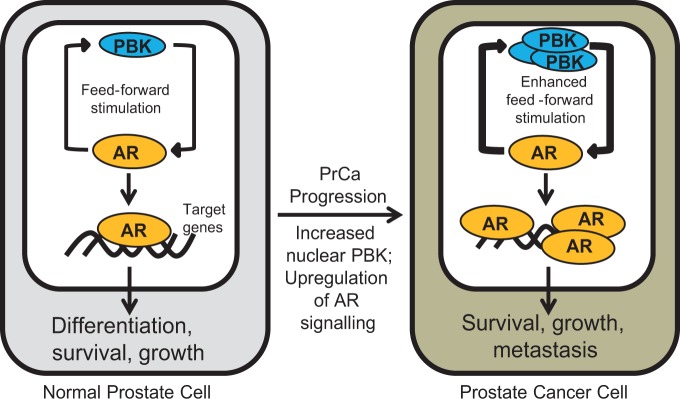
Model depicting oncogenic role of PBK in PrCa. In normal prostate epithelia, AR activity is optimally controlled by normal levels of PBK to allow cellular differentiation, survival and growth. PBK overexpression can result in the progression of PrCa by increasing AR activity leading to uncontrolled growth and metastasis of PrCa cells. PBK overexpression could also lead to AR increased AR stability and increased AR signalling allowing more PBK production hence hyperactivating the feed-forward stimulatory loop between AR and PBK. AR = androgen receptor; PBK = PDZ binding kinase

PBK has emerged as a key player in multiple tumour types, including breast cancer [33], haematological malignancies [34], cervical cancer [35] and bladder carcinoma [36]. PBK appears to represent an important nexus for various signalling networks that promote cancer proliferation and invasion and thus *pbk* can exploit other oncogenic triggers to enhance its own expression. For example, the cytokine IL-6, which is overexpressed and promotes PrCa progression can upregulate PBK expression [37]. Likewise, oncogenic transcription factors such as ETS, c-Myc and E2F, which are all activated in PrCa, have been shown to drive PBK expression in various cancer types [38–40].

In advanced PrCa, AR is the major therapeutic target, and its point mutations such T878A and F876L, as well as the LBD deleted splice variants can lead to a constitutively active AR leading to failure of ADT. There is evidence that reducing AR protein levels may be more effective in treating CRPC than inhibiting its activity [14, 41]. As NTD is the major transactivation domain driving AR activity, it has recently emerged as a novel therapeutic target [42]; however, given the intrinsically disordered nature of the NTD, agents targeting NTD such as EPI-001 have shown to be non-specific [43]. As PBK can directly interact with the NTD of AR to oppose its degradation by proteases in a chaperone-like fashion, inhibition of PBK represents an attractive therapeutic strategy to degrade NTD of AR and thus inhibiting overall AR activity in PrCa. Indeed, PBK is not the first kinase that interacts with the AR. Previously, we and others have shown that a number of kinases can interact with the AR [14, 44–47], whereby their primary function appears to be the catalytic activation of the AR. In addition, we recently discovered that a kinase can also act as protein chaperone with the example of choline kinase alpha that can directly stabilise AR LBD independent of its catalytic function [14]. However, PBK exerts a unique effect on the AR as it is the first kinase to our knowledge that can interact with both LBD and NTD of AR and can directly stabilise the NTD of AR in a chaperone-like fashion. Overexpression of PBK in advanced PrCa appears to maintain the expression and activity of both full-length (wild-type and T878A mutant) AR and its splice variants, both of which are driven by NTD of AR. Given the stabilisation of AR protein levels by PBK, therapeutically relevant PBK-targeting agents would be predicted to degrade both full-length as well as splice variants of ARs, which are driven by NTD of AR.

Our findings suggest that AR promotes PrCa growth via upregulation of PBK and the therapeutic benefits of anti-androgens could result from inhibition of PBK in primary PrCa. We believe that the primary reason for the development of CRPC could be the loss of regulatory axis whereby, instead of AR, PBK expression is regulated by other oncogenic transcription factors such as E2F and c-myc [38, 40] as a result of inhibition of androgen signalling initially achieved by the anti-androgenic drugs. Upregulation of PBK in CRPC appears to serve an important strategy to stabilise AR expression and signalling and could provide an explanation for the enhanced AR activity, which is associated with poor prognosis of CRPC. In this context, our findings that PBK stabilises AR in advanced disease provide a mechanistic basis for increased AR activity and a rationale for therapeutic targeting of PBK for the treatment of CRPC. Thus, we propose that therapeutically targeting of PBK alone or its rationale combination with AR inhibitors is a novel and attractive treatment approach for the otherwise fatal CRPC. Small peptides-based medicinal chemistry approaches to synthesise PBK inhibitors that can disrupt the interaction between AR and PBK in CRPC will be ideally suited to develop precise targeting approaches and in order to effectively inhibit PBK-mediated AR activation and avoid off-targets effects often observed with kinase inhibitors-based therapy. In summary, our novel interrogation of the AR-regulated proteome has identified PBK as an novel AR-associated factor that can activate both LBD and NTD of AR and can lead to enhanced AR signalling that combined with its known key function in mitosis [26], represents a new therapeutic target in advanced PrCa.

## Materials and methods

### Reagents/consumables

Methyltrienolone was obtained from Perkin Elmer, enzalutamide was obtained from Axon Medchem and bicalutamide was obtained from Sigma chemicals. Dihydrotestosterone, dimethyl sulfoxide (DMSO) were obtained from Sigma chemicals (Dorset, UK). The PBK inhibitor HI-TOPK-032 (PBKi) was purchased from InterBioScreen, Russia. Life Technologies (Carlsbad, CA) provided cell culture media, fetal bovine serum (FBS), antibiotics etc.

### Cell lines

Genetic profiling of polymorphic short tandem repeat loci was used to verify cell lines in accordance with ATCC guidelines. AmpFISTR test or GenePrint10 test (Promega, Madison, WI) was used, and data were analysed using GeneMapper v4.0. LNCaP, C4-2, VCaP, PC3, DUCaP, 22Rυ1 and DU145 cells were procured through commercial suppliers. These cell lines were grown in Roswell Park Memorial Institute media that contained 10% FBS and 1% penicillin/streptomycin in a humidified incubator at 37 °C with an atmosphere of 5% CO_2_.

R1-AD1 is a CWR-R1 subline whose identity was verified using polymerase chain reaction (PCR) and Sanger sequencing (positive for the H874Y point mutation in the AR ligand-binding domain). Multiple ligation-dependent probe amplification assay was used to rule out copy number imbalances along the entire length of the *AR* gene. PCR and Sanger sequencing methods were also used to verify the identity of R1-D567 cell line to detect the transcription activator-like effector endonuclease-based genome engineering-induced signature break fusion junction.

### SILAC labelling/mass spectrometry

C4-2 cells were labelled with either with heavy or light amino acids, and transfected with ON-TARGET plus siRNA pool (and non-targeting control siNT) for 72 h or treated with anti-androgen Bicalutamide or DMSO (24 h). Cells were washed twice with cold PBS, lifted, and were centrifuged (300–400 g) at 4 ^o^C. Cells were mixed together (siNT heavy with siAR light or vice versa; DMSO heavy with bicalutamide light or vice versa). Supernatant was discarded and cells were lysed using lysis buffer (8 M urea, 50 mM ammonium bicarbonate, phosphatase, and a cocktail of protease inhibitors). Protein lysates (~30 µg in 8 M urea buffer) were loaded onto one-dimensional sodium dodecyl sulphate gel and run ~ 1.5 h to get a full-length gel with complete separation. For in-gel digestion, the gel was cut into 18 pieces, which were briefly washed with ammonium bicarbonate buffer, and further reduction was carried out with dithiothretol and alkylation with Iodoacetamide, which was followed by trypsin digestion (conc. 1:100, enzyme: substrate) at 37 °C overnight. 0.4% of trifluoroacetic acid was used to stop the digestion reaction and the supernatant was transferred to a reaction tube following by drying using speed vac. Peptides were re-dissolved in 6 µl of 2% acetonitrile/0.1% formic acid solution, and 5 µl was loaded with auto sampler (Ultimate3000 nano RSLC HPLC, Dionex, Thermo-Scientific, Waltham, MA) onto a trapping column (100 µm, 2 cm, 3 µm), separation was achieved with an Easy-spry Pep map analytical column (75 µm, 25 cm, 2 µm). Both were packed with C_18_ resin (100-Å pore size; Acclaim PepMap RSLC, Thermo-Scientific). Peptides were separated with an Ultimate3000 nano RSLC (Dionex) HPLC with in-line flow rates of 4.0 and 0.35 µl/min, respectively). The LC gradient range was from 5 to 35%B in 100 min (buffer A: 0.1%FA-5%DMSO; buffer B: 0.1%FA-75%MeCN-5% DMSO). The eluted peptides were analysed using the Q Exactive Hybrid Quadrupole-Orbitrap Mass Spectrometer (Thermo-Scientific). One full MS scan (at 400–1800 *m*/*z*; acquired at 70,000 resolution and automatic gain control (AGC) target of 10^6^) for each cycle was performed. This was followed by 10 data-dependent MS/MS spectra (AGC target, 5 × 10^4^, 17,500 resolution). Selected ions were dynamically excluded for 30 s and singly charged ions were rejected using charge-state screening.

### Database searching and data-filtering

The RAW files were processed with Thermo Proteome Discoverer 1.4. The MS/MS spectra were searched using both Sequest and Mascot against a reference composite database that contained the Human Uniprot protein database (downloaded April/2014 from http://www.uniprot.org/). Search parameters included partially tryptic specificity; fragment mass tolerance of 0.05 Da; a precursor mass tolerance of 20 ppm; a static modification of carboxy amidomethylation; and dynamic modifications of oxidation and de amidation. Results were filtered to only include fully tryptic peptides. Other cutoffs were established to achieve maximum sensitivity levels at < 0.1% false-positive rate (one reversed sequence hit for every 1000 forward sequence hits).

### RIME assay

This was performed on C4-2 cells using a PBK antibody (Novus) following a recently developed RIME method [27].

### Plasmids, siRNA and transient transfections

All plasmids were sequence verified. Four different and highly target specific siRNA sequences (ON-TARGET plus smart pool of four-independent siRNAs) were used to achieve potent knockdown of AR and PBK (Life technologies, Carlsbad, CA). Lipofectamine RNAiMAX transfection reagent (Life Technologies) was used to perform transient transfections with siRNA. Lipofectamine2000 transfection reagent (Life Technologies) was used to perform DNA transfection following manufacturer’s protocols. Reverse transfections were performed using 25 nM siRNA in all knockdown experiments except for RNAseq, where 50 nM siRNA was used to attain a near complete depletion of endogenous PBK. MMTV-Luc and AR-Luc reporter plasmid have described earlier [14, 48].

### Reporter assays

Cells treated with androgens were grown in medium containing hormone-depleted (charcoal-stripped) FBS. Renilla luciferase (Promega, Madison, WI) was used as an internal control in all luciferase assays. Following 48 h transfection, cells were harvested in passive lysis buffer (Promega) and then luciferase assay buffer was used to measure both luciferase/Renilla luciferase activity.

### Real-time qPCR

Cells were transiently transfected using RNAiMAX reagent with siRNA (25 nM) for 48 h. Cells were then grown in androgen-deprived charcoal-treated RPMI medium and treated with R1881 (1 nM) for 24 h. High Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Carlsbad, CA) was form for cDNA preparation. For PCR, we used Taqman quantitative real-time probes (Applied Biosystems) to quantify gene expression changes in TMPRSS2 and NKX3.1 relative to 18 S expression, which served as the internal control. AR knockdown was used as the positive control; experiments were carried out with nine replicates.

### Cell viability and clonogenic assays

To determine cell viability, cells were incubated with 3-(4,5-dimethylthiazol-2-yl)-5-(3-carboxymethoxyphenyl)-2-(4-sulfophenyl)-2H-tetrazolium) reagent. This reaction was followed by colorimetric assay using Promega’s cell viability kit protocol. Clonogenic assays were performed using the exact methodology, which has been described earlier [14].

### PBK binding to the AR-NTD: stabilisation of receptor polypeptides

AR domains were purified as described previously [14]. In total, 25 pmoles of AR-NTD recombinant protein was treated with chymotrypsin in the presence and absence of PBK (25 pmoles). Proteolysis with chymotrypsin was performed for 5 min in the presence of increasing concentrations of chymotrypsin (0–1.2 ng). Trypsin digestion was performed at a constant concentration of 1 ng with an increase in time from 0 to 20 min. AR-NTD fragments were detected on western blots using the anti-AR antibody ab3510 (Abcam) corresponding to Human AR amino acids 1–21 (N-terminal).

### GST pull-down assay and Co-IP

These experiments were performed as described earlier [14]. For GST pull-down assay, 50 pmoles of PBK (ab123196, Abcam) antibody was used for immunoprecipitation and anti-PBK (ABnova Corp. Taiwan; 1:2500 dilution) and goat-antimouse HRP antibody was used for western blotting. For Co-Ip experiments anti-PBK Abcam dilution 1/30; anti-AR Santa Cruz N-20 dilution 1/30 were used. Statistical significance was calculated using two-tailed Student’s *t* test when *n* = 3 or more.

### RNAseq and comparison with the AR transcriptome

C4-2 cells were treated with PBKi for 6 h or transfected with PBK siRNA for 72 h. Qigen Allprep kit (Qiagen, Hilden, Germany) was used to isolate total RNA, which was quantified using Qubit (Life technologies) and quality (RIN > 8) was confirmed using the Bioanalyzer 2100 (Agilent). TruSeq® mRNA HT Sample Prep Kit was used for RNAseq, which was performed with a 500 ng of total RNA as input. Illumina HiSeq generated SE40 reads were aligned to the human reference genome version GRCh37.64 using TopHat v2.0.4 [49]. HTSeq-count v0.5.3p9 [50] to obtain read counts, which was normalised and tested for differential gene expression using the Bioconductor package *DESeq* v1.10.1 [51]. Multiple testing corrections were applied using the Benjamini–Hochberg method [52]. Genes were selected as differentially expressed such that FDR < 0.05. To address the impact of PBK on the AR transcriptome, the mRNA sequencing data from C4-2 cells was compared with our published androgen-regulated transcriptome data set (GSE18684) [31].

### Immunohistochemistry

Paraffin-embedded tissues were used to perform immunohistochemical staining to detect AR and Ki67. The methodology to detect AR [14] and Ki67 [15] were detected as described earlier, respectively. A pre-validated anti-PBK (Sigma HPA0055753, 1:250 dilution) was used.

### Human prostate tissue samples and hormone refractory (metastatic) tissue microarray construction

All samples were obtained from the Addenbrooke’s Cambridge University Hospital from patients who attended the Urology clinic. Hospital records were used to identify clinical data, which were contained in a prospectively maintained database (https://sbb.nds.ox.ac.uk/camprompt).

To obtain benign prostate tissue, holmium laser enucleation of the prostate was used. Primary PrCa specimen was obtained using Robotic assisted laparoscopic prostatectomy and castrate-resistant/hormone refractory cancer specimen was obtained using transurethral resection of the prostate (chTURP). For histology, tissue was fixed in 10% neutral buffered formalin. Haematoxylin and eosin (H&E) analysis was performed by the uropathologist on 5-micron thick sections. Patients with hormone refractory tumour/CRPC were defined as those who had a sustained rise in prostate specific antigen from nadir despite undergoing ADT treatment. Benign tissues obtained from prostatectomy or from primary PrCa (matched benign) was used as control. Formalin fixed paraffin-embedded tissue retrieved from the pathology archive was used as control for the chTURP specimens. The original H&E sections were reviewed by a uropathologist. Suitable areas of tumour tissue were included in the TMA were marked on the slides and corresponding paraffin blocks. Cores were removed from the donor blocks using a 2 mm skin biopsy punch and incorporated into recipient TMA blocks with pre-defined layout. For each sample two tumour cores and one benign adjacent core were incorporated. Immunohistochemistry was performed on 3.5-micron sections and was also blind reviewed blinded by the uropathologist to verify the pathology and suitability of the included tissue cores for scoring.

### Invasion assay

Both Boyden chamber and matrigel invasion assays were performed as previously described [14].

### Ex vivo prostate explant culture

PrCa tissue was obtained with informed consent in accordance with the institutional policy. Using a sterilised knife, the tissue was cut into 1–2 mm^3^ pieces, which were mounted on collagen cushions, kept on steel grids for 3 weeks to grow as explants. The tissue was treated as indicated with drugs in RPMI with 10% FBS, 1% penicillin, streptomycin and gentamycin. To prepare collagen cushions, 250 μl of collagen mix (rat tail collagen, RPMI medium, FBS and 10 × RPMI in the ratio of 7:1:1:1) was solidified on a nylon membrane. Tissue were harvested by fixation in formalin for 20 h and then transferred to 70% ethanol prior to paraffin embedding for immunohistochemistry.

### Scratch–wound assay

VCaP cells were selected for the scratch–wound assay on account of their strong adherence to tissue culture plates. Cells were transfected with 25 nM siRNA for 24 h using RNAiMAX reagent, by which time nearly confluent layers of VCaP cells had formed in a 24-well tissue culture plate. The scratch was introduced using a wound scratch instrument (Essen Bioscience) with a micropipette tip (1–2 µl capacity). The cells were washed with PBS, given fresh medium and treated with the indicated drugs. The culture plate was placed inside the Incucyte instrument and monitored for the required time.

### Statistical analysis

Statistical analyses were reported as mean ± SEM for continuous variables. We used Student’s *t* test where applicable. *P* value of 0.05 or less was considered significant. Appropriate nonparametric tests such as Mann–Whitney *U* test were used to analyse various datasets. Kaplan–Meier survival curves were generated by recursive partitioning analysis. KM curves are predictive of recurrence-free survival (corrected for the testing of multiple cutoffs, but not genes). *p < 0.05, **p < 0.01, ***p < 0.001.

## Accession numbers

The RNA-sequencing data have been submitted to Gene Expression Omnibus. It is available at the following links http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=ctgjggwqhlqbvod&acc=GSE63701 & http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=cparuuusjtcnlun&acc=GSE64341

## Electronic supplementary material

Fig S1 Warren

Fig S2 Warren

Fig S3 Warren

Fig S4 Warren

Fig S5 Warren

Table S1 Warren

Table S2 Warren

Table S3 Warren

# Supplementary material for: A reciprocal feedback between the PDZ binding kinase and androgen receptor drives prostate cancer
**Source:** Oncogene. 2018 Sep 20;38(7):1136–50. doi: 10.1038/s41388-018-0501-z
**Supplement:** Supplementary file 1 — Fig S1 Warren

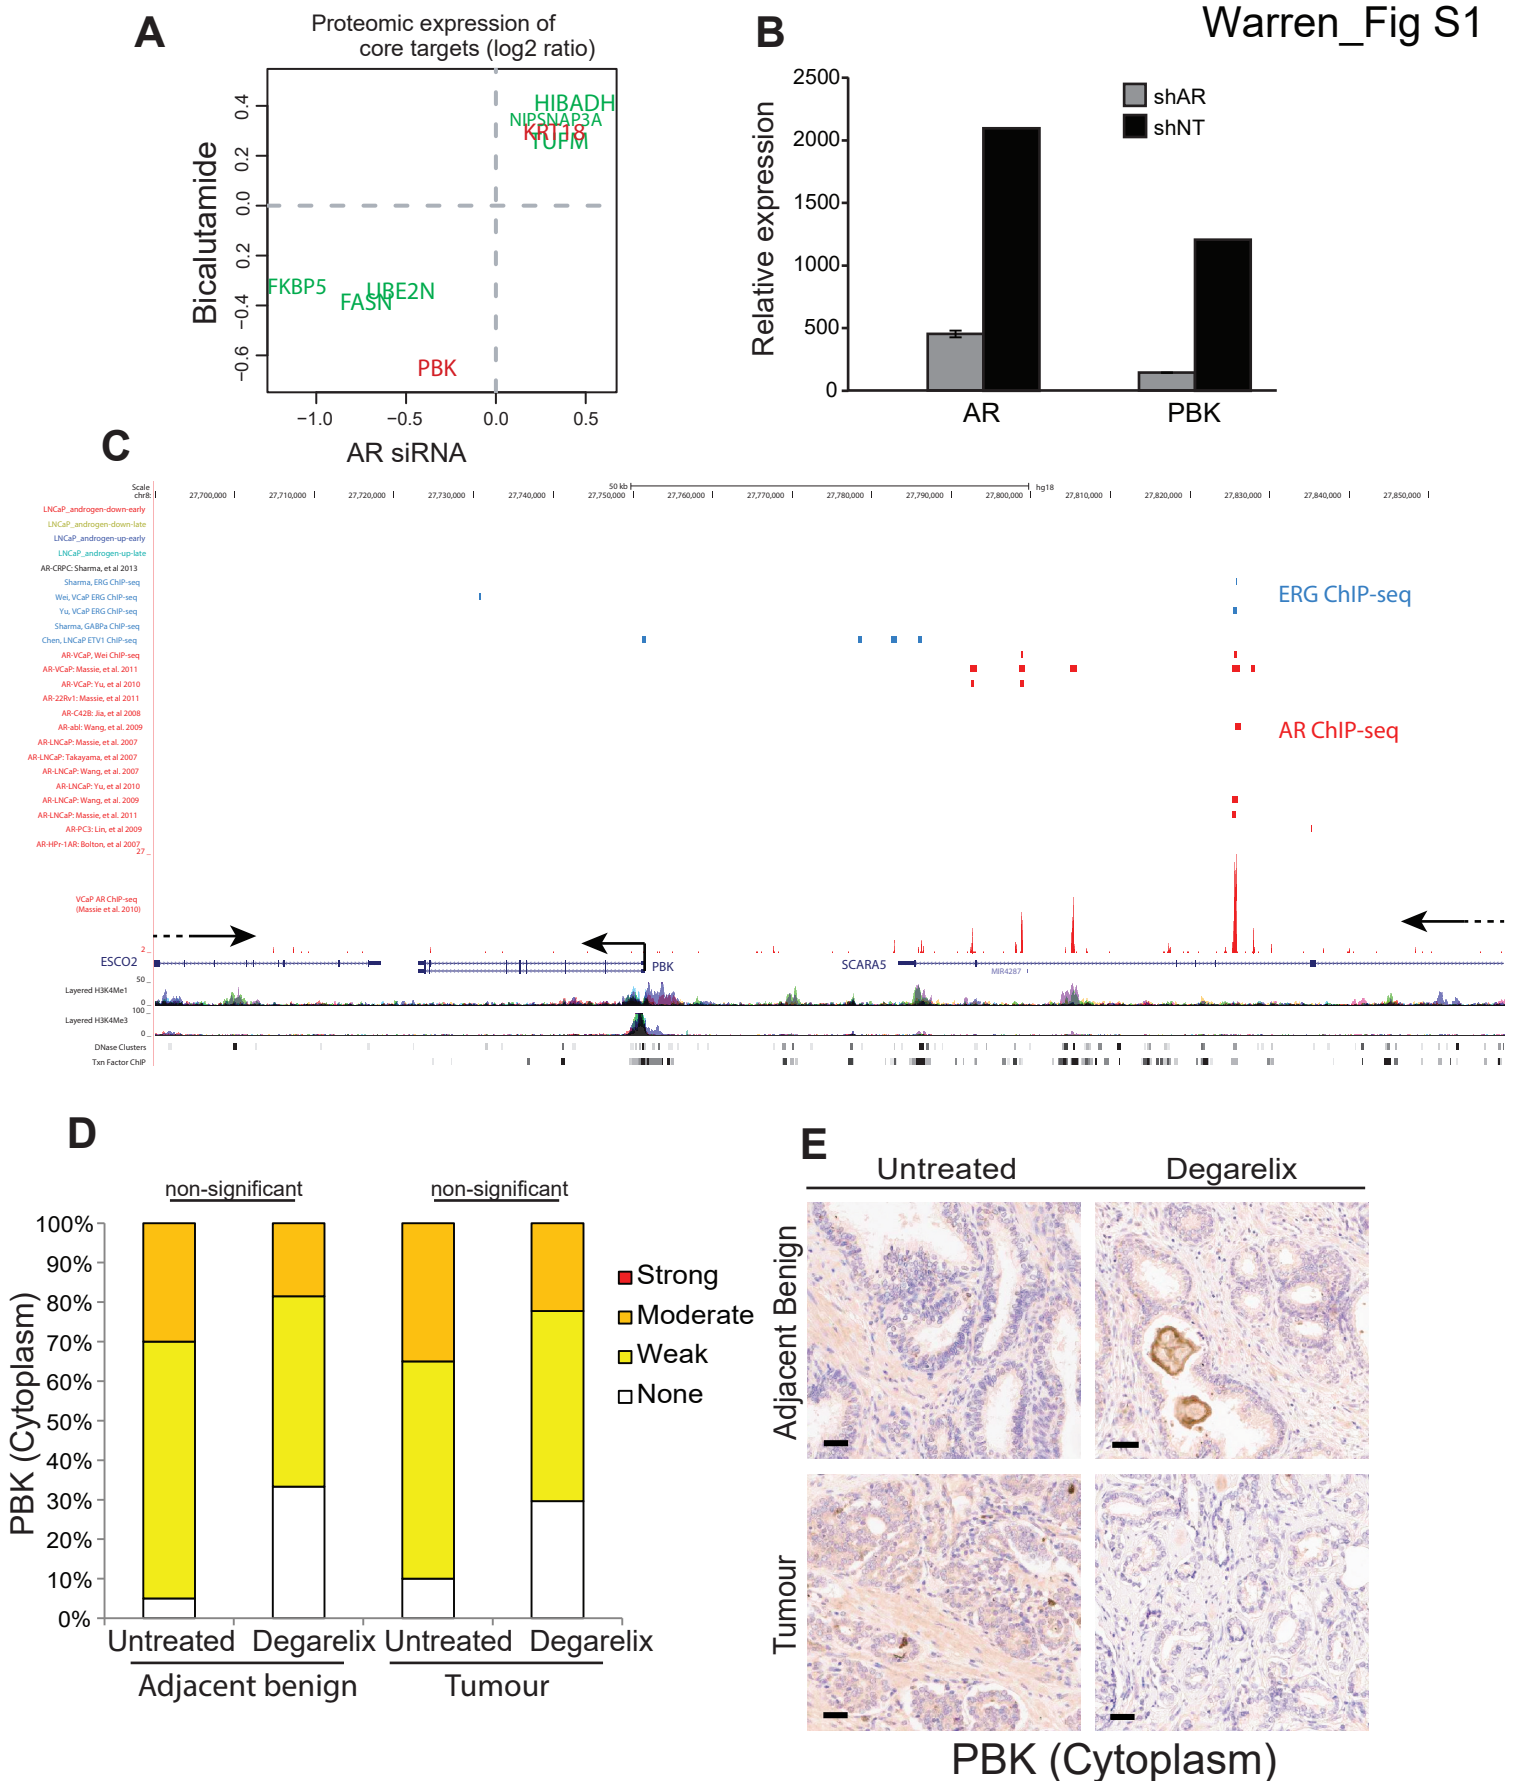

**Supplementary figure 1.** Androgen receptor regulates PBK expression in PrCa. **(A)** Scatterplots showing some of gene products regulated both by AR antagonist bicalutamide and AR knockdown. **(B)** Transcript expression of PBK in late-passage LNCaP cells (LP50) grown in hormone depleted media and transfected with AR shRNA or control shRNA, (GEO identifier GDS4113, gene expression omnibus). **(C)** Results of ChIP-seq experiments in multiple cell lines showing occurrence of AR and ERG binding sites within *PBK* gene in different PrCa cell lines. **(D-E)** Immuno histochemical staining score and representative photomicrographs of cytosolic PBK protein expression in tumours and untreated benign adjacent epithelia in patients with (n=27) or without (n=20) 7 days' treatment with the LHRH analogue degarelix. Shown above the bars are representative IHC images of corresponding samples from degarelix-treated and untreated patients. **Scale bars**=100  $\mu$ m.

# Supplementary material for: A reciprocal feedback between the PDZ binding kinase and androgen receptor drives prostate cancer
**Source:** Oncogene. 2018 Sep 20;38(7):1136–50. doi: 10.1038/s41388-018-0501-z
**Supplement:** Supplementary file 2 — Fig S2 Warren

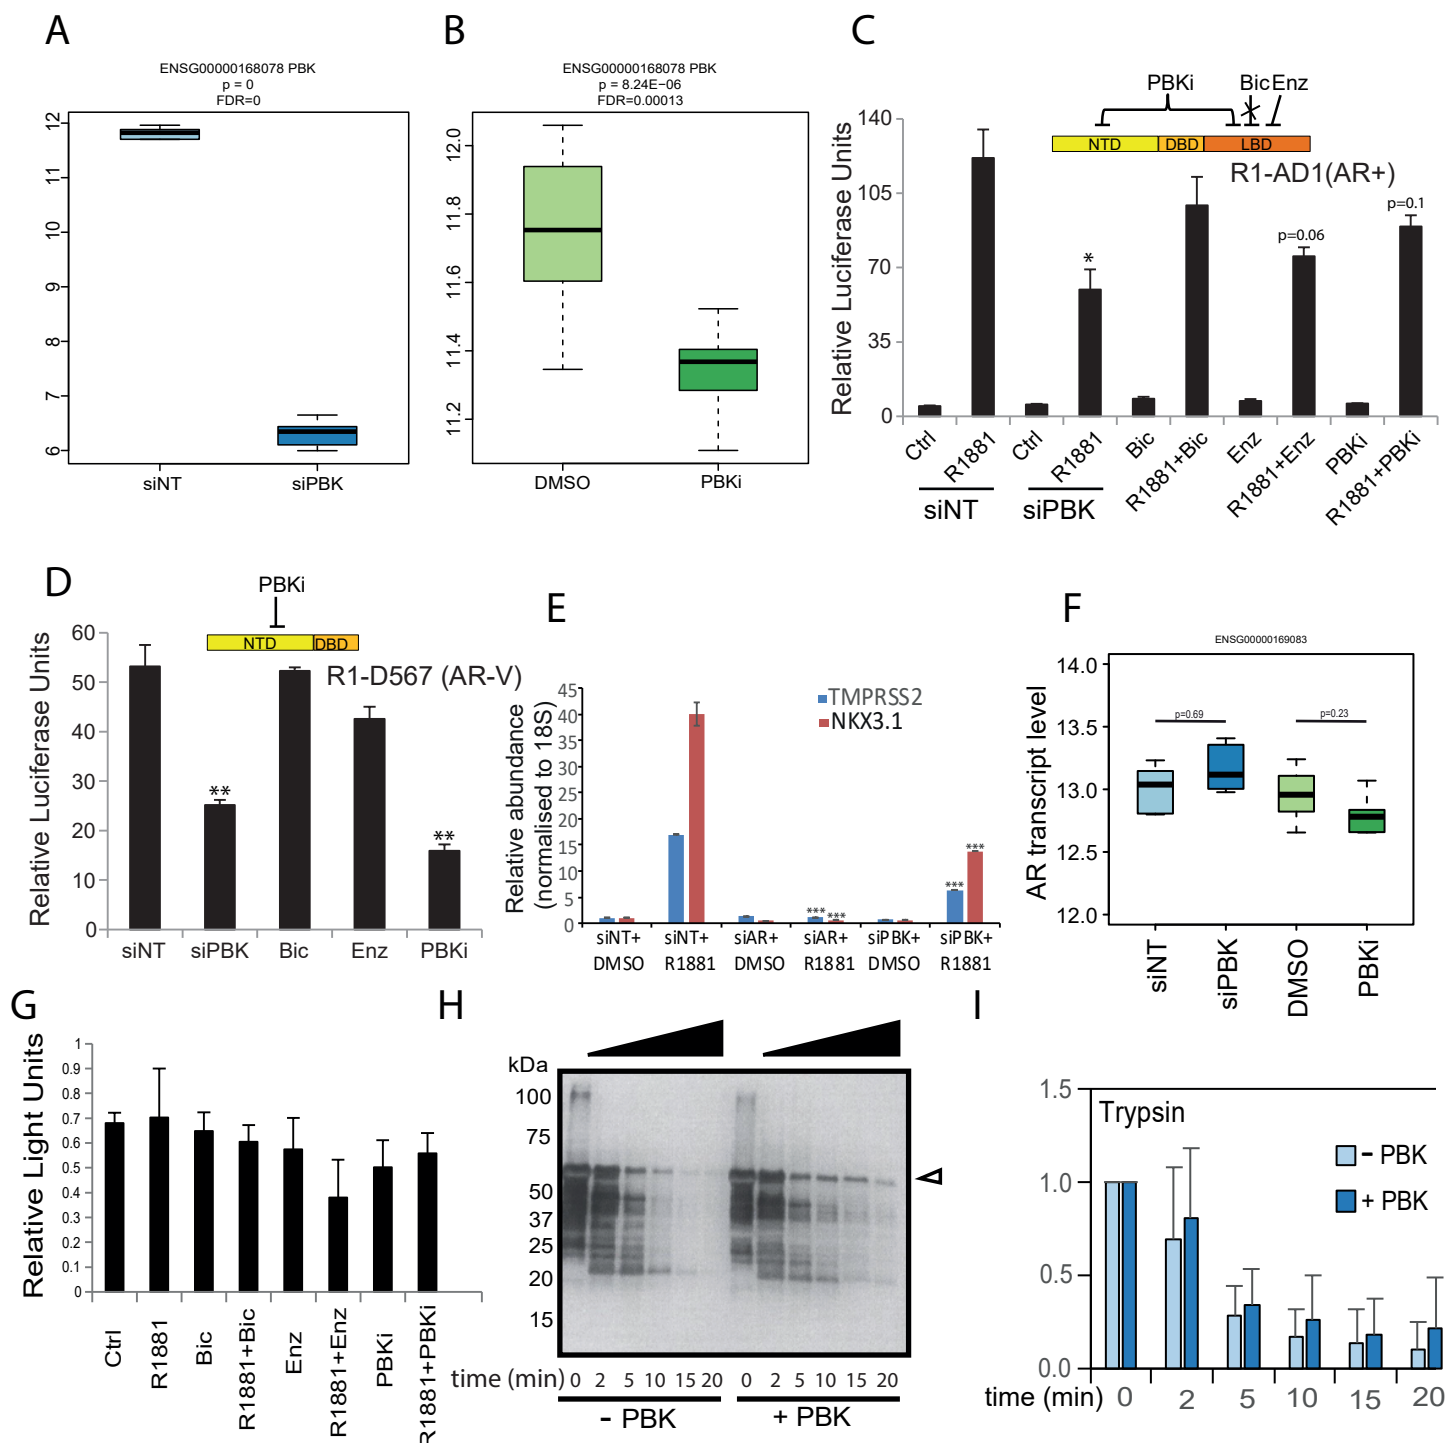

**Supplementary figure 2. PBK regulates androgen receptor function.** (A) Barplot shows result of RNAseq analysis of PBK transcript expression in C4-2 transiently transfected with siPBK for 72 hrs. (B) Barplot shows result of RNAseq analysis of PBK transcript expression in C4-2 treated with PBKi for 6 hrs. (C) Luciferase reporter assay showing AR transactivation potential in R1-AD1 & (D) R1-D567 cells. Cells were transfected with MMTV-Luc treated and siAR or siNT ± androgen (R1881); bars show mean ± SD (n=3). P values for two-sided Student's t-test. (E) qPCR of TMPRSS2 and NKX3.1 gene transcripts from C4-2 cells grown in charcoal treated media and transfected with siScr, siPBK or siAR (used a positive control) for 72 hr and treated ±R1881 for additional 24 hr; bars show mean ± SE (n=9). P values for two-sided Student's t-test. (F) Barplot shows result of the RNAseq analysis of AR gene transcript expression in C4-2 transiently transfected with siPBK or siNT for 72 hrs or treated with PBKi or DMSO control for 6 hrs. (G) Reporter assay on pLARS luciferase plasmid containing AR gene promoter. PC3 cells were transiently transfected with pLARS and treated with R1881 and/or Bic or PBKi for 24 hrs. Bars show mean with SD (n=3). Result shows normalised luciferase measurement. (H) Representative blot for ARNTD digested with trypsin in the absence or presence of recombinant PBK. Open triangle represents the full-length ARNTD. Proteolysis was performed for indicated times in the presence of trypsin (1ng). ARNTD fragments were detected on Western blots using the anti-androgen receptor antibody ab3510 corresponding to human AR amino acids 1-21 (N-terminal). (I) Quantitation of the ARNTD full-length polypeptide, after digestion with trypsin for two-independent experiments.

# Supplementary material for: A reciprocal feedback between the PDZ binding kinase and androgen receptor drives prostate cancer
**Source:** Oncogene. 2018 Sep 20;38(7):1136–50. doi: 10.1038/s41388-018-0501-z
**Supplement:** Supplementary file 3 — Fig S3 Warren

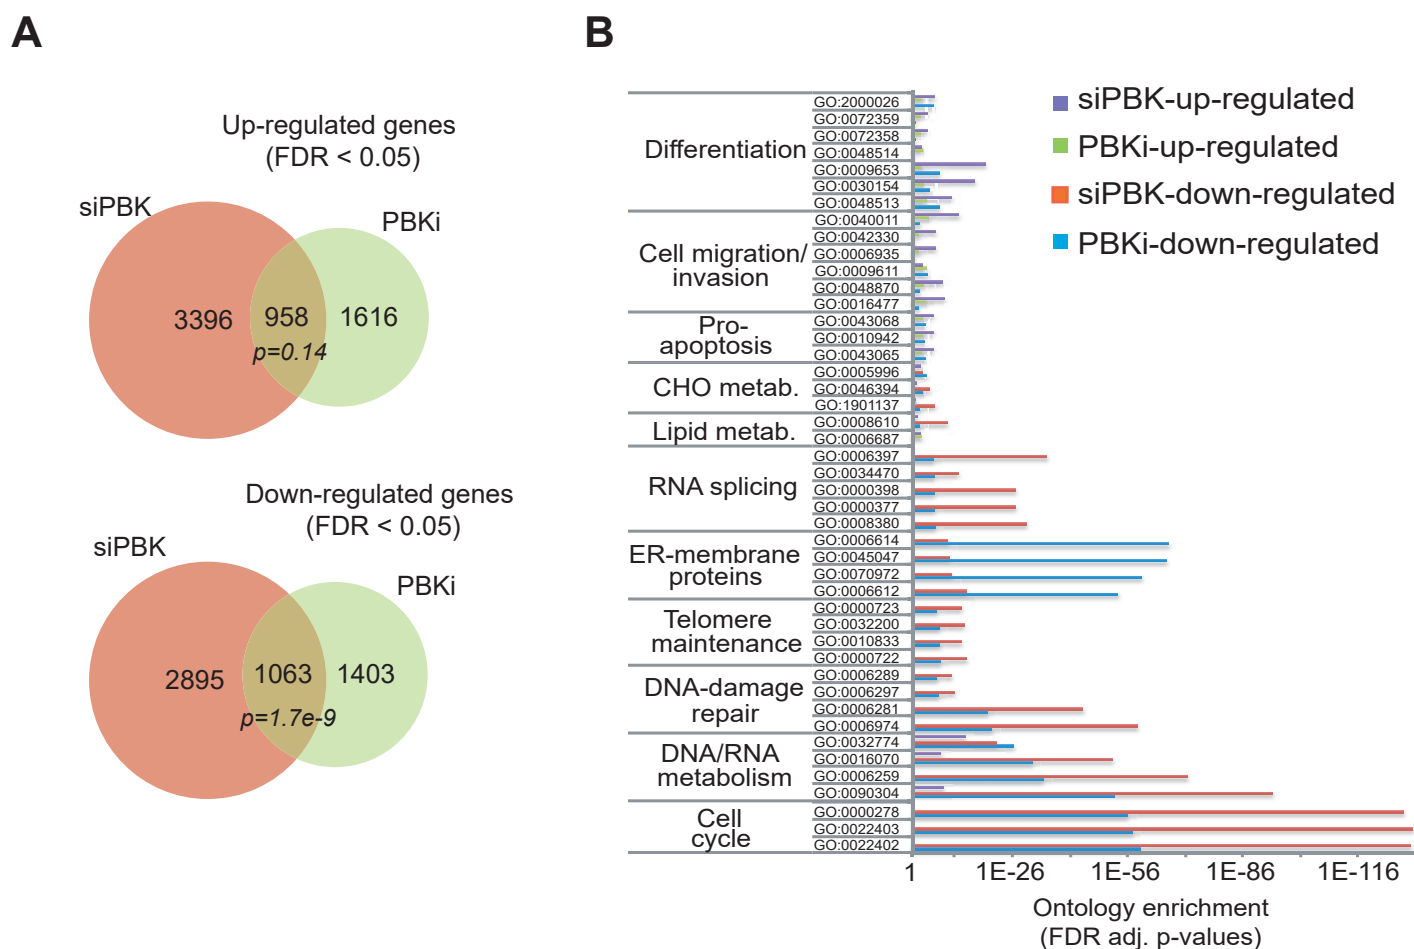

**Supplementary Figure 3.** The PBK regulated transcriptional program in PrCa. **(A)** Venn diagrams showing the overlap between differentially expressed genes between PBK knockdown (siPBK) and PBK inhibition (PBK<sub>i</sub>) conditions in C4-2 cells. Results from RNA-sequencing with six replicates per condition, differentially expressed genes were identified using an FDR adjusted p-value cut-off of 0.05. **(B)** Barplot summary of gene ontology term enrichment for genes differentially expressed following PBK inhibition or PBK knockdown (from panel A). Term enrichment are grouped by category and scores for differentially up- and down-regulated genes are shown separately to highlight specificity. FDR adjusted p-values from Goseq analysis are plotted from high (non-significant) to low (significant) on a log scale.

# Supplementary material for: A reciprocal feedback between the PDZ binding kinase and androgen receptor drives prostate cancer
**Source:** Oncogene. 2018 Sep 20;38(7):1136–50. doi: 10.1038/s41388-018-0501-z
**Supplement:** Supplementary file 4 — Fig S4 Warren

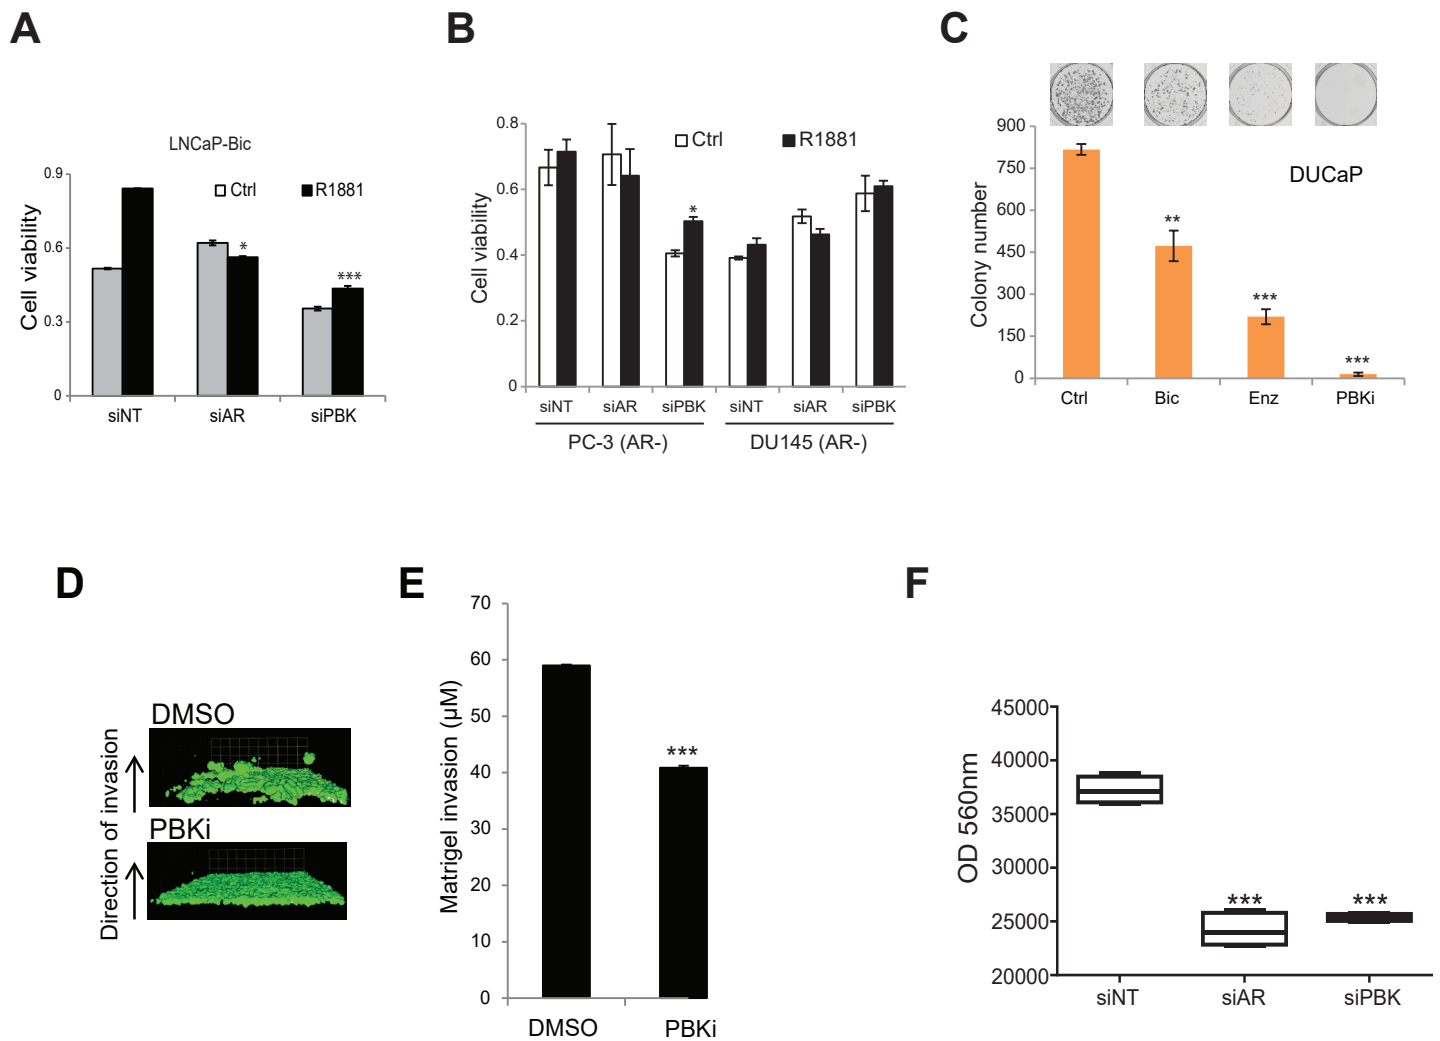

**Supplementary figure 4.** PBK inhibition represses PrCa cell growth. **(A-B)** MTS assay of LNCaP-Bic and **(B)** PC3 and DU145 cells transfected with indicated siRNA targeting AR (siAR) or PBK (siPBK) or non-targeting control (siNT). Cells were grown  $\pm$  R1881 for 5 days or 95% confluence; bars show mean  $\pm$  SD (n=3). **(C)** Clonogenic cell survival assay in DUCaP cell line treated for 14 days with Bicalutamide, Enzalutamide or PBKi (all at 10  $\mu$ M); (n=3). P values by two-sided Student's t-test. **(D-E)** Matrigel based inverted invasion assay **(D)** photomicrographs and **(E)** quantification of GFP expressing C4-2 cells transiently transfected with indicated siRNA; bars show mean  $\pm$  SEM (n=3), significance calculated by D'Agostino & Pearson omnibus normality test  $p < 0.0001$ . **(F)** Barplot showing the result of trans-well migration assay showing the relative invasive ability of C4-2 cells upon AR and PBK knockdown with 25 nM siRNA; bars show  $\pm$  SD (n=3).

# Supplementary material for: A reciprocal feedback between the PDZ binding kinase and androgen receptor drives prostate cancer
**Source:** Oncogene. 2018 Sep 20;38(7):1136–50. doi: 10.1038/s41388-018-0501-z
**Supplement:** Supplementary file 5 — Fig S5 Warren

**A**

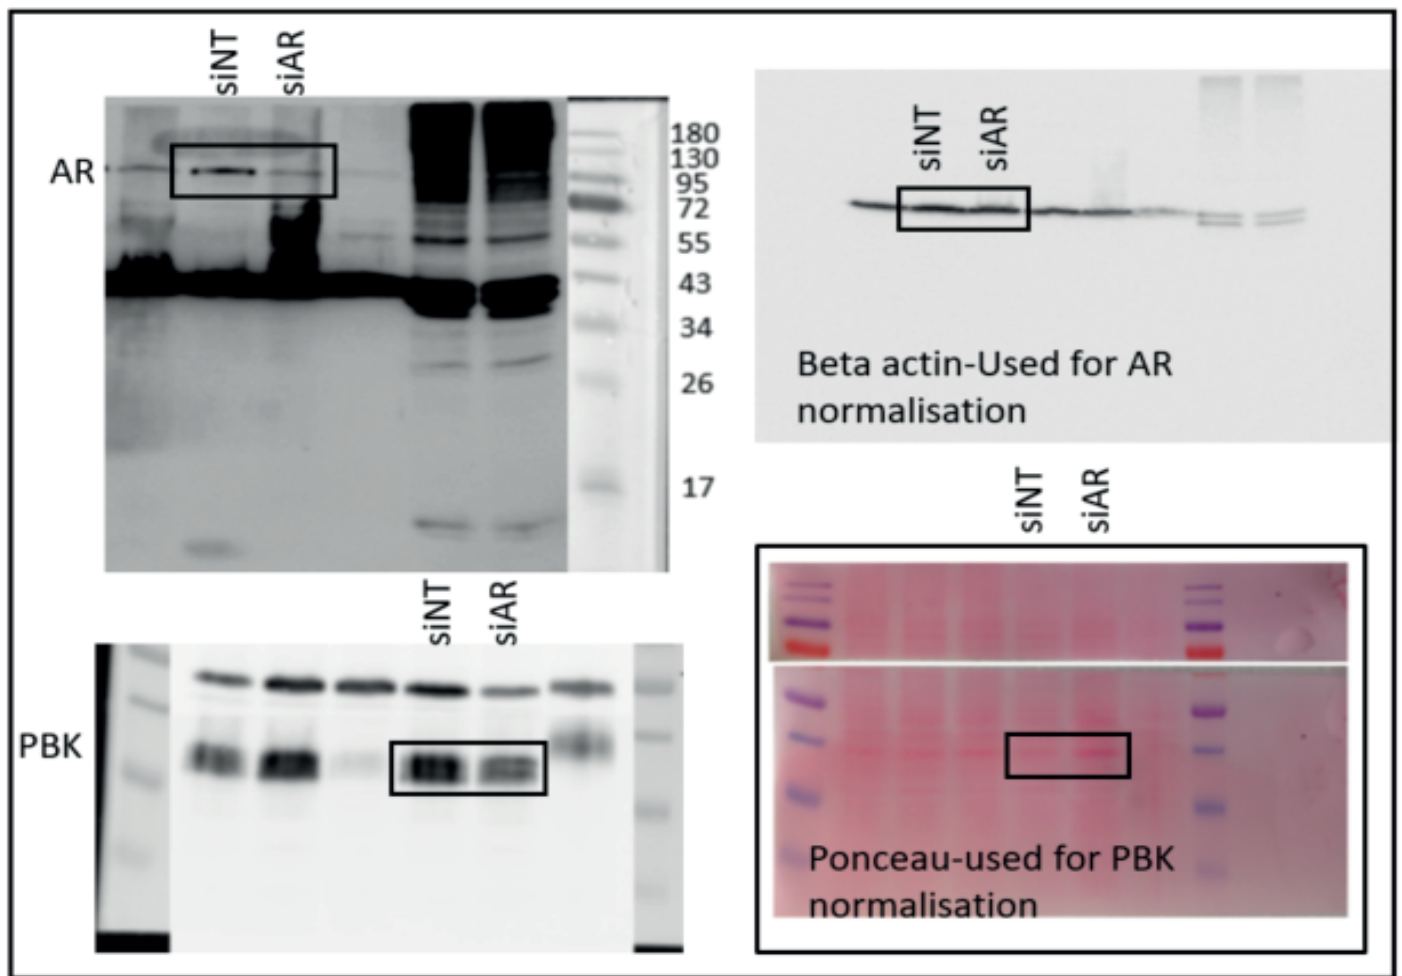

**B**

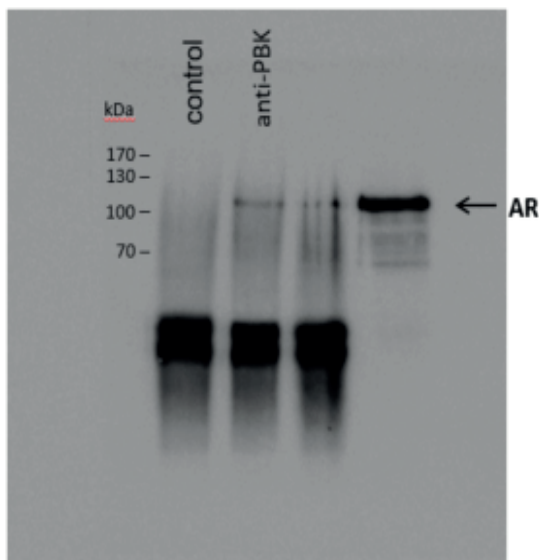

**D**

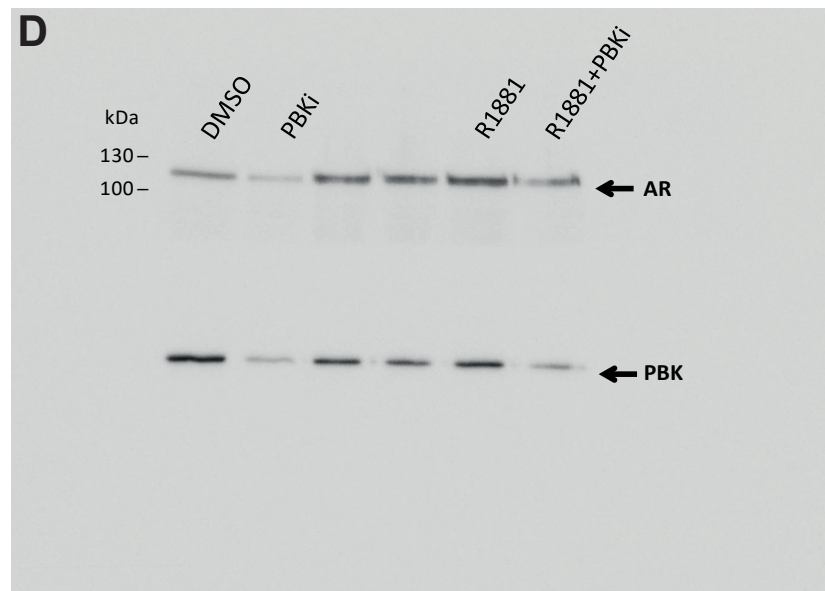

**C**

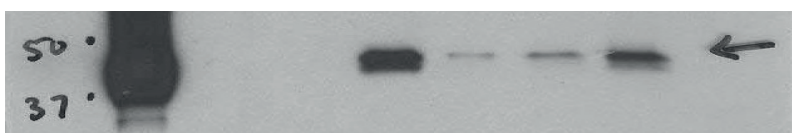

**E**

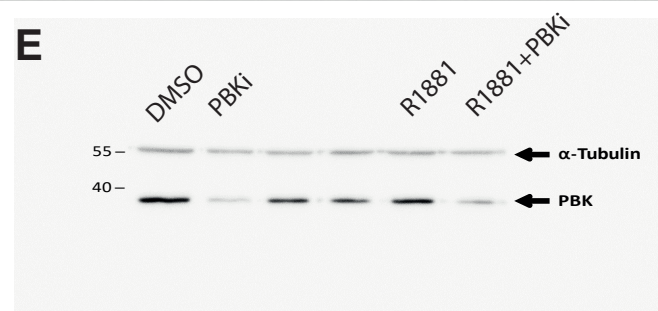

Uncropped images of the Western blot analyses shown in the main paper. (A) Figure 1B, (B) Figure 3C, (C) Figure 3E, (D-E) Figure 3G

How the deposited data were processed for this re-analysis (not part of the article)

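The data were RNAseq of C4-2 cells treated for 6 h with DMSO or PBKi, with 6 samples in each group. The authors aligned reads to GRCh37 with TopHat and deposited counts of reads per gene from HTSeq-count, without normalisation, in 47 lane files of 54127 genes each. These counts were summed over the lanes of each sample, which are technical repeats. DMSO replicate 5 had 3 lanes and every other sample had 4. Sample conditions and replicate numbers came from the labels and the paper. The siPBK arm, the gene ontology terms and the gene sets of Fig. 4d were not analysed here.

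Genes with at least 10 counts in at least 6 samples were tested (14505 genes), with TMM normalisation and edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3) of PBKi against DMSO without covariates, and p-values were adjusted by the Benjamini-Hochberg method at 0.05. Standard errors were derived from the log2 fold change and the F statistic. Values per sample are TMM-normalised CPM, and exact permutation tests used log2 CPM with a prior count of 2 over the 924 ways to split 12 samples. Gene lists were tested with camera (limma 3.58.1) at an inter-gene correlation of 0.01. Gene symbols came from the supplied gene tables, with older symbols matched through listed synonyms. Coordinates came from GENCODE 44 mapped to GRCh37, the build of the authors, although the authors used an older annotation. Genes named were PBK, genes of Fig. 4a (26 of them) and TMPRSS2, and, among genes with an adjusted p under 0.05, mean log2 CPM of at least 3 and no overlap between groups, the 5 largest rises and the 5 largest falls. A few further genes are named as members of a list tested. Some genes the paper discusses are not reported here.

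The procedure was tested on simulated counts with 200 changed genes, of which 82.5% were recovered. Among calls, 7.39% were of unchanged genes, and camera called a shifted list of genes and did not call an unshifted one. Depth was 9663203 to 28029908 reads on genes per sample. Counting error is larger for genes with few counts in DMSO, such as NOS3 (21 to 113 counts per sample) and GPNMB (27 to 109), than for genes with many counts.

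Alternatives were the Wald test of DESeq2 1.42.0, RLE factors, limma-voom, the exact test of edgeR, other count filters, lanes 6 to 8 only, a replicate block, stricter thresholds, an estimated inter-gene correlation for camera, a stricter R1881 cutoff and leaving out each sample. A covariate for replicates 1 to 3 against 4 to 6 was added after the principal components were seen. Matched gene lists were drawn 10000 times from the 50 genes nearest in expression, exon length and GC content.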

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

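The tests in this part, and the covariate for replicates 1 to 3 against 4 to 6, were chosen after the values were seen, except the counts of other sample splits, the split by replicate number, the fits without pairs of PBKi samples and the immune cell marker count.

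PBKi replicate 3 lay apart from the other PBKi samples for KLK2 (93.9 CPM against 169.6 to 203 in the others) and NREP (13.4 against 17.3 to 19.2). DMSO replicate 5 lay apart for NOS3 (2.27 CPM against 3.74 to 4.55). These are 3 of 76 groups of values examined, close to the 5% that chance gives. PBKi replicate 3 stood out more widely than in these genes, however. It was the lowest PBKi sample in 21 of 26 genes of Fig. 4a and the highest in GPNMB, NOS3, ZNF554 and OSGIN1, and it lay farthest from DMSO on the first principal component (41.5). It also had the most reads outside genes and the greatest depth in its group. PBKi replicate 6, the next highest in reads outside genes, was next lowest in 0 of the 2 genes, and PBKi replicate 4, the next deepest, in 1 of the 2. The other 5 values lie close together in both genes, so these ranks cannot tell whether a technical source is at work, and no biological explanation was tested within a group. For NOS3 in DMSO replicate 5, the exact 95% interval of its 21 counts reached 3.47 CPM. The next sample, at 3.74 CPM, rests on 54 counts with an interval from 2.81 CPM. The intervals overlap and the sample was picked as the lowest, so counting error cannot be told apart from another source.

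Among genes the paper does not discuss with a mean log2 CPM of at least 3 and no overlap between the groups, the 5 largest rises in PBKi samples were in GPNMB (log2 fold change 5.43), NOS3 (3.49), IGFBP3 (2.96), ZNF554 (2.94) and OSGIN1 (2.87), each higher in 6 of 6 PBKi samples than in any DMSO sample. A difference in depth is a poor account of changes across genes, as reads on genes did not differ between groups (two-sided exact permutation p = 0.905). Of the 32 splits of the samples that part every same-numbered pair, 1, the real one, gave as many genes with an adjusted p under 0.05 as the 6046 found (the next gave 2752, with 1 pair exchanged). Splitting replicates 1 to 3 from 4 to 6 gave 215 genes, but both groups of that split mix PBKi and DMSO samples, which holds that count low. Each set of replicates has as many PBKi as DMSO samples, and with a covariate for the sets 3349 genes were upregulated and 3696 downregulated, so a difference between the sets does not account for the genes changed. Without PBKi replicates 3 and 6, which had the most reads outside genes, the fit called 4192 genes. This was near the lowest of the 14 other pairs of PBKi samples left out (4185 to 5448). The same splits were counted for 26 genes of Fig. 4a, where 1 of 32, the real one, had all of them changed the same way, but these genes were chosen by the paper from these samples, so that count cannot tell. GC content, gene length and reads shared with similar genes were not tested for the 5 genes. A list of immune cell marker genes was counted more in PBKi than in DMSO samples (two-sided exact permutation p = 0.00216), but most of the sum was CD68, and without it the sums of 1.26 and 1.65 CPM did not differ past 0.05 (exact permutation p = 0.0758). The sum of all 15 markers in PBKi was 7.25 CPM, against 160.5 CPM for GPNMB alone, and RNA from other kinds of cells was not tested. The 5 genes rose with PBKi in all 6 same-numbered pairs, for GPNMB by a mean log2 difference of 5.40 (SD 0.34). The rises therefore go with the treatment in these samples, while the sources named above as untested remain open. Whether the rises follow from inhibition of PBK or from another action of the compound was not tested.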

How the results depend on the processing

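Alternatives were set before the data were examined. The exceptions are the fits in replicates 1 to 3 alone and 4 to 6 alone, made after the principal components were seen, the count of splits by the size of the median, added after the count by p was seen, and the covariate for replicates 1 to 3 against 4 to 6, which was chosen after seeing the data.

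With all 12 samples or with 1 left out, the counts of changed genes stayed within 1.5 times their value except under stricter thresholds. In replicates 4 to 6 alone they were lower, with 1273 upregulated and 1207 downregulated, against 3352 and 3187 in replicates 1 to 3 alone. At an adjusted p under 0.01, 2073 genes were downregulated in place of 3125. With an absolute log2 fold change of at least 0.5, 1278 were upregulated in place of 2921 and 626 downregulated. Under the other tests, normalisations, count filters, lanes, covariates and samples left out, the 26 genes of Fig. 4a reported and PBK stayed downregulated with an adjusted p under 0.05. For PBK this came with log2 fold changes from -0.47 to -0.35 across the 12 fits that each left out 1 sample. In these fits no gene named changed direction or its call.

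With camera's correlation estimated from the data, none of the lists kept an adjusted p under 0.05, with the medians unchanged at -0.22 for S phase, -0.30 for G2/M, -0.13 for DNA repair, -0.33 for ribosomal protein and -0.075 for R1881-induced genes. The estimate was made only in the fit without the replicate block, and the cause was not tested. The R1881-induced list also lost its call with the covariate for replicates 1 to 3 against 4 to 6 (median -0.075, adjusted p = 0.0507, chosen after seeing the data), and in 4 of the 12 fits that each left out 1 sample (medians from -0.083 to -0.059 over the 12 fits). The lists kept their direction in all alternatives run.

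Splits of the samples bear on the lists in the same way. Of the 32 splits that part every same-numbered pair, a camera p as small as the real one came from 13 for S phase, 7 for G2/M, 7 for DNA repair, 8 for ribosomal protein genes, 9 for R1881-induced genes and 9 for R1881-repressed genes. The camera p-values at a fixed correlation therefore do not set these lists apart from other groupings of the samples. Counted by the size of the median instead, the real split was the only 1 of 32 as far from 0 for S phase, G2/M, DNA repair, ribosomal protein and R1881-repressed genes, and 2 of 32 were as far for R1881-induced genes. The other splits exchange the labels within at least 1 pair, so each of their groups mixes PBKi and DMSO samples and can still carry part of the treatment difference.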

Differences from the paper's values

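The paper's p for PBK in PBKi is 8.24e-06, and here it was 0.000371 from edgeR's quasi-likelihood test. None of the alternatives set before the data were examined came within 1.5 times of the paper's p. The nearest was the replicate block (1.31e-05). Leaving out DMSO replicate 5 gave 2.67e-05, the exact test of edgeR 2.91e-05 and the Wald test of DESeq2 6.20e-05. The quasi-likelihood test without a low-count filter gave 7.61e-08, which is smaller than the paper's p. The fit with a covariate for replicates 1 to 3 against 4 to 6 gave 6.12e-06, within 1.5 times, and was chosen after seeing the values. The paper's adjusted p for PBK is about 0.00013 in Figure S2B, and here it was 0.00194. The exact test of edgeR (0.000160) and the replicate block (9.26e-05) came within 1.5 times of it, and the other alternatives set before the data were examined did not. Neither did the covariate for replicates 1 to 3 against 4 to 6, chosen after seeing the values (5.13e-05).

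The paper describes directional enrichment of its gene sets of Fig. 4d in the PBKi profile. With the R1881 changes of Table S1, which are not the paper's sets, the median log2 fold change was -0.075 for induced genes and -0.18 for repressed genes.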

Other observations

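The tests on the NRF2, interferon and lysosomal lists, the split counts for these and the ATF4 list, the place of PBK among G2/M genes, and the marker count without CD68 were chosen only after the main results were seen. The NRF2, interferon and lysosomal lists were written after the 25 genes with the smallest p-values were seen, and genes among those 25 were left out. The ATF4 list was written before any of its genes were looked at. All are hypotheses, found and tested on the same data.

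NRF2 target genes may be raised by PBKi. The 26 listed targets tested had a median log2 fold change of 0.97, none was lower in PBKi, and 22 were higher in 6 of 6 PBKi samples than in any DMSO sample. The camera p was 4.91e-34. Of the 32 splits that part every same-numbered pair, 1, the real one, gave a p as small. Lists matched on expression, exon length and GC content never had as high a median in 10000 draws (0.0001, the smallest share these draws can give). The paper does not report it, and RNA from other cells is not excluded. HI-TOPK-032 acting on the oxidative stress response independently of PBK is a candidate explanation that these data cannot test.

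Interferon-stimulated genes rose too. The 29 listed genes had a median of 0.71, with 24 of them upregulated and 18 higher in 6 of 6 PBKi samples than in any DMSO sample. The camera p was 3.37e-16, and 1 of the 32 splits, the real one, gave a p as small. The share of matched lists as high was 0.0001. RNA from immune cells in the PBKi samples was examined as an explanation, although the samples were cultures of C4-2, a prostate cancer cell line. A list of 15 immune cell marker genes summed to 4.57 ± 0.915 CPM in DMSO and 7.25 ± 0.537 in PBKi (SD, n = 6 each; two-sided exact permutation p = 0.00216), which is the outcome predicted for it. Most of that sum is CD68, which went from 3.31 to 5.60 CPM and also encodes a lysosomal protein. Without CD68 the sums were 1.26 ± 0.276 and 1.65 ± 0.388 (exact permutation p = 0.0758). The test set beforehand therefore rests on CD68, and the other markers do not bear out immune cell RNA at this number of samples. In PBKi, PTPRC was at 0.074 CPM and CD3D and MS4A1 at 0. Upregulated genes of the list included DTX3L (mean log2 CPM 5.98, log2 fold change 0.70), PARP9 (5.16, 0.46), PARP14 (4.61, 0.68) and ISG15 (4.41, 1.77). Marker levels this low argue against immune cells as the source of the rises in these genes. For the weakly expressed genes of the list immune cell RNA is not excluded, as the test without CD68 was chosen afterwards.

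The lysosomal list rose with a median of 0.43 over 28 genes, 19 of them higher in 6 of 6 PBKi samples than in any DMSO sample. The camera p was 1.62e-15, 1 of the 32 splits, the real one, gave a p as small, and the share of matched lists as high was 0.0001. It may be a response to the compound, but RNA from other cells is not excluded. For the ATF4 list the median was 0.12 over 25 genes, with 9 upregulated and 4 downregulated and 7 higher in 6 of 6 PBKi samples than in any DMSO sample. The camera p was 0.0107. Of the 32 splits, 3 gave a p as small and 2 a median as far from 0. The other splits mix PBKi and DMSO samples and can carry part of the treatment difference. These counts therefore cannot tell whether the ATF4 list responds to PBKi.

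Ribosomal protein genes are short and abundant, and lists matched on expression, exon length and GC content had a median of -0.12 against -0.33 for the list (0.0001 of draws as low, the smallest share they can give), so these properties do not cover its fall. For the R1881-induced genes, the share of matched lists as low was 0.357, so their shift is within what expression, length and GC content give.

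PBK ranked at 24.1% of the G2/M list by log2 fold change, and 958 of the 3125 downregulated genes fell more than PBK. The fall of the PBK transcript may accompany that of other G2/M genes, and its rank cannot tell this from a separate effect on PBK.

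TMPRSS2, which the paper measured after PBK knockdown, lies on chromosome 21 of GRCh37 from 42836227 to 42903043. In PBKi its log2 fold change was -1.24 (standard error 0.12, adjusted p = 2.15e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was lower in 6 of 6 PBKi samples than in any DMSO sample.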
